# Single-cell profiling indicates a high similarity between immune cells in the cerebrospinal fluid and in meningeal ectopic lymphoid tissue in experimental autoimmune encephalomyelitis

**DOI:** 10.3389/fimmu.2024.1400641

**Published:** 2024-06-12

**Authors:** Tanya Georgieva, Jolien Diddens, Verena Friedrich, Gildas Lepennetier, Rosa Margareta Brand, Klaus Lehmann-Horn

**Keywords:** multiple sclerosis, single-cell sequencing, experimental autoimmune encephalomyelitis, B cells, anti-CD20 treatment, ectopic lymphoid tissue

## Abstract

**Background and objectives:**

B cell depleting anti-CD20 monoclonal antibodies (aCD20 mAbs) are highly effective in treatment of multiple sclerosis (MS) but fail to halt the formation of meningeal ectopic lymphoid tissue (mELT) in the murine model experimental autoimmune encephalomyelitis (EAE). While mELT can be examined in EAE, it is not accessible *in vivo* in MS patients. Our key objectives were to compare the immune cells in cerebrospinal fluid (CSF), which is accessible in patients, with those in mELT, and to study the effects of aCD20 mAbs on CSF and mELT in EAE.

**Methods:**

Applying single cell RNA sequencing, we compared gene expression profiles in immune cells from (1) CSF with mELT and (2) aCD20 mAbs treated with control treated mice in a spontaneous 2D2xTh EAE model.

**Results:**

The immune cell composition in CSF and mELT was very similar. Gene expression profiles and pathway enrichment analysis revealed no striking differences between the two compartments. aCD20 mAbs led not only to a virtually complete depletion of B cells in the CSF but also to a reduction of naïve CD4+ T cells and marked increase of macrophages. No remarkable differences in regulated genes or pathways were observed.

**Discussion:**

Our results suggest that immune cells in the CSF may serve as a surrogate for mELT in EAE. Future studies are required to confirm this in MS patients. The observed increase of macrophages in B cell depleted CSF is a novel finding and requires verification in CSF of aCD20 mAbs treated MS patients. Due to unresolved technical challenges, we were unable to study the effects of aCD20 mAbs on mELT. This should be addressed in future studies.

## Introduction

Anti-CD20 monoclonal antibodies (aCD20 mAbs), depleting B cells, are very efficient in treatment of relapsing-remitting forms of multiple sclerosis (MS) (1, 2). Studies have also shown moderate beneficial effects in treatment of progressive MS (PMS), particularly in progression independent of relapse activity (PIRA) in early relapsing-remitting MS and in active primary PMS (3, 4). B cell-rich inflammatory cellular infiltrates in the meninges have been observed in patients with MS and in its murine model, experimental autoimmune encephalomyelitis (EAE). We designated these structures as meningeal ectopic lymphoid tissue (mELT). The presence of mELT in MS patients correlates with an earlier disease onset, a more rapid disease progression, and subpial cortical damage (5–10). mELT resembles secondary lymphoid organs (SLO) (11) to varying degrees and previous studies suggest that it may have similar functions, particularly germinal center activity (12–14). Interestingly, the B cells compartments in peripheral blood and CSF of MS patients are clonally related and exchange across the blood brain barrier (BBB) (15).

Based on the paradigm that 1) mELT contributes to progression in MS by facilitating smoldering inflammation in the central nervous system (CNS) behind the BBB and 2) assuming that B cells are an integral and pivotal component of mELT, we investigated the effects of aCD20 mAbs on mELT in a previous study (16). Applying murine aCD20 mAbs in a spontaneous chronic EAE model that has myelin oligodendrocyte glycoprotein (MOG) specific B and T cells (2D2/TCRMOG × Th/IgHMOG mice) and features mELT in the spinal cord (17, 18), we could confirm previous findings that aCD20 mAbs do not alter the disease course in this particular model (19). One possible explanation for this is, that large amounts of MOG-binding antibodies, which are present even after sustained B cell depletion, in collaboration with TCRMOG 2D2 T cells, are sufficient to induce and maintain EAE. Like in a case in which rituximab depleted B cells from cerebral perivascular spaces (20), we could demonstrate in our previous study that aCD20 mAbs depleted virtually all B cells from the meningeal compartment in EAE. The surprising finding, however, was that mELT forms anyway, despite the absence of B cells to a comparable extent (16). This raises important questions regarding the function of mELT in CNS autoimmunity and whether mELT even without B cells may have a role in MS. If mELT devoid of B cells still contributes to EAE pathogenesis, this may provide an alternative explanation why B cell depleted EAE mice develop EAE like B cell competent control animals and, potentially, why we observe disease progression in MS patients treated with aCD20 mAbs. Thus, a primary objective of this study was to address potential differences and common features of mELT with or without B cells. To address this question, the 2D2xTh EAE model is suitable, even though it does not respond to B cell depletion clinically.

Studying mELT functionally relies predominantly on experimental models. Extracting or otherwise accessing mELT in MS patients is challenging and can be reasonably achieved only in post-mortem tissue. Since cerebrospinal fluid (CSF) is in a spatial relationship with the meningeal compartment and can be readily and routinely obtained in patients, the second objective was to examine similarities and differences between the mELT and CSF compartments in respect to their immune cell composition and phenotype.

In the present study, we applied single cell RNA sequencing to investigate how B cell depletion by aCD20 mAb changes the cellular composition and immune cell phenotypes in mELT and CSF. We here fore used the same murine EAE model introduced above. We compared the immune cell composition in mELT and CSF in B cell competent conditions. Due to technical challenges, which precluded us from obtaining sufficient data from one experimental condition, the aCD20 mAb-treated mELT compartment, we could only approach our primary objective indirectly. After confirming that the immune profile of CSF and mELT in B cell competent mice was quite similar, we used the CSF compartment as a surrogate for mELT when examining the effects of aCD20 mAbs on the meningeal compartment. Our study revealed that the cellular composition and gene expression profiles of mELT and CSF are very similar. aCD20 mAbs efficiently depleted CSF B cells and concomitantly led to a reduction of naïve CD4+ T cells and increase of macrophages.

## Materials and methods

### 2D2×Th mice

2D2xTh EAE mice – which develop spontaneous chronic EAE and meningeal inflammatory lesions in the spinal cord - were generated, held and clinically assessed as previously described (16–18). All animal procedures were approved by the standing committee for experimentation with laboratory animals of the administration of Upper Bavaria (ROB-55.2-2532.Vet_02-16-100).

### Anti-CD20 treatment and B cell depletion

Six mice were initially used in the current experiment. Mice were randomly assigned to either the treatment or control group. The treatment was initiated when a mouse reached an EAE score ≥ 3 and was conducted as previously described (16). In brief, B cell depletion was achieved by weekly injection of 100 μg murine aCD20 mAbs (clone 18B12, provided by Roche). *In vivo* grade mouse IgG2a kappa isotype control (Crown bio, Cat: C0006) was used in the control group. One mouse from the treated group was excluded from further analysis due to insufficient effect of the aCD20 treatment. **Figure 1A** shows the experimental design. **Table 1** lists the clinical characteristics of the 5 mice included in the final analyses and **Figure 1B** their clinical disease course.

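In the BCR libraries, aCD20 mice 1 and 2 had few cells with a productive BCR contig, the assembled immunoglobulin transcript that marks B cells and plasma cells. The contig was found in 44 of 1628 kept cells of aCD20 mouse 1 (2.70%, exact 95% binomial interval 1.97 to 3.61%) and in 6 of 2329 kept cells of aCD20 mouse 2 (0.26%, 0.09 to 0.56%). In the excluded aCD20 mouse it was found in 668 of 2766 kept cells (24.2%, 22.6 to 25.8%), inside the range of the isotype mice, which had 21.0% (mouse 1), 20.3% (mouse 2) and 32.5% (mouse 3). Over the mice of the study the share of cells with a contig was 1.48% ± 1.73 (SD, n = 2 mice) after aCD20 and 24.6% ± 6.85 (SD, n = 3 mice) after isotype (two-sided exact permutation test, p = 0.1, the smallest p that 2 mice against 3 allow). With the excluded mouse the aCD20 mean was 9.04% ± 13.2 (SD, n = 3 mice; exact permutation test, p = 0.3). Counted only with both a heavy and a light chain contig, cells were 1.60% and 0.13% in aCD20 mice 1 and 2, 4.18%, 0.77% and 23.4% in isotype mice 1, 2 and 3 and 0.43% in the excluded mouse, so that the groups overlapped (0.86% ± 1.04 against 9.43% ± 12.2; exact permutation test, p = 0.6). The excluded mouse was identified as the single male mouse among the 3 labelled as aCD20 treated, because Table 1 lists only females in that group. Intervals on shares cover counting error only. All values that follow are over the 5 mice of the study unless the excluded aCD20 mouse is named.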

**Figure 1:**
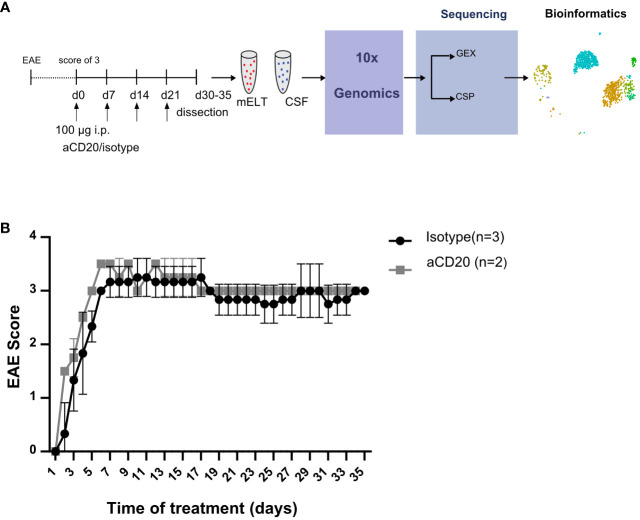
Study design and EAE score. **(A)** Mice were treated with a weekly dose of 100 μg of aCD20 mAb (n = 2) or isotype control (n = 3). On day 30-35, mice were dissected, and cell surface protein (CSP) and gene expression (GEX) libraries prepared and sequenced using 10x Genomics technology before bioinformatics analyses. **(B)** Daily evaluated EAE scores over the experimental period. Error bars show +/- SEM for the control group only.

**Table 1:** Characteristics of all mice utilized in the experiment.

Sex	treatment	Age at sacrifice (days)	Tissues analyzed	Age at disease onset (days)	disease duration (days)	Max. EAE Score	Mean EAE score	EAE score at sacrifice
female	aCD20	66	mELT, CSF	32	34	3	2,9	2,5
female	aCD20	77	mELT, CSF	46	31	3	2,6	3
female	Isotype	64	mELT, CSF	32	32	3,5	3,1	3
female	Isotype	61	mELT, CSF	31	30	3	2,7	2,5
male	Isotype	66	mELT, CSF	31	35	3	3	3

### Sample collection and single-cell preparation

Mice from both groups were sacrificed 30-35 days after the first injection. Animals were first anesthetized, after which CSF was obtained by puncture of the cisterna magna and stored on ice. Subsequently mice were sacrificed. After thorough perfusion with ice cold PBS, the spinal cord was dissected. A small test piece was cut from the thoracolumbar part of the spinal cord, which was used to histologically confirm the presence of mELT. Meninges were gently separated from the spinal cord in a petri dish with PBS and, using fine forceps, cut into small pieces under a dissection microscope. Subsequently meninges were digested in 600 µl digestion mix consisting of 4µl DNase, 60µl Collagenase IV and 536µl RPMI Medium for 30 minutes at 37°C on a shaker. Cells were isolated from the digested meninges by passing through 30 µl cell strainers, and washed. Cells from meninges and CSF were finally centrifuged (450xg, 5 min, 4 degrees) and resuspended in 100 µl FACS Buffer.

A brief incubation (10 min, 4°C) with Fc Block reagent was performed to block nonspecific antibody binding. Next, samples were labelled with DNA barcoded TotalSeq antibodies against mouse CD4, CD8a, CD19, Ly6G, and NK1.1, as previously described (11). At the same time, samples were incubated with 2 different TotalSeq Hashtag antibodies, in order to allow pooling samples per two: CSF und meningeal cells were incubated (20 minutes at 4° in the dark) with TotalSeq-C 0301 anti-mouse #1 (clone M1/42; 30-F11, Biolegend, dilution 1:400 in FACS buffer) and TotalSeq anti-mouse 0302 #2 (clone M1/42;30-F11, Biolegend, dilution 1:400 in FACS buffer), respectively. The incubation was followed by 3 wash steps with FACS Buffer and cell counting (Cellometer Auto 2000, Nexcelom Bioscience). Ultimately, the cell concentration was adjusted to 1x10^3^ cells/µl in RPMI/10% FCS, and CSF and meningeal cells were pooled together in a 1:4 ratio per mouse.

### Library preparation and sequencing

Cells were loaded onto 10x Genomics Chromium Next GEM Chip G and the Chromium Controller was run according to the manufacturer’s instructions (10x Genomics, USA) with a targeted cell recovery of 10,000 cells. Library preparation of Cell Surface Protein Library (CSP Library) and Gene Expression Library (GEX Library) was performed using Chromium Next GEM Single Cell V(D)J Reagent Kits v1.1, following the 10x Genomics protocol CG000208. The quality of library preparation was assessed using the Agilent 2100 Bioanalyzer.

### Library quantification and single cell RNA-seq

Real-Time PCR was performed to quantify the libraries. All single cell gene expression, BCR and cell surface protein (CSP) libraries were multiplexed and sequenced using Illumina NovaSeq 6000 (S2 Flow cell), to obtain 26 x 91 bp paired-end reads for gene expression, cell surface protein and BCR libraries, taking into account the differences in read depth requirements. Novaseq sequencing was performed at the Helmholtz Zentrum München (HMGU) by the Genomics Core Facility.

### Bioinformatical analysis

#### Single cell data processing and batch correction

Data processing and batch correction were done on all 5 samples as described before (11). In order to exclude dead/dying cells and reduce potential doublets, we kept only cells with >200 and <2,000 genes, >100 and <10,000 read count, <5% of reads mapping to mitochondrial genes and hemoglobin genes. 

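Barcodes were removed unevenly between mice, mostly by the limit on mitochondrial counts, which rise in damaged cells. The gene expression libraries of the 5 mice held 26069 barcodes, and 7780 of them had 5% or more of their counts on mitochondrial genes. In isotype mouse 1, 670 of 2290 barcodes were kept, so that 70.7% were removed. In isotype mice 2 and 3, 8611 of 10062 and 3988 of 4482 barcodes were kept (14.4% and 11.0% removed). In aCD20 mice 1 and 2, 1628 of 4072 and 2329 of 5163 barcodes were kept (60.0% and 54.9% removed). The median mitochondrial share over all barcodes was 6.80% in isotype mouse 1, 5.80% in aCD20 mouse 1 and 5.00% in aCD20 mouse 2, and 2.56% and 2.41% in isotype mice 2 and 3. In the excluded aCD20 mouse 2766 of 3923 barcodes passed (29.5% removed).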

33.9% of the cells were removed by this quality filtering to obtain 17,226 cells at the end.

#### Cluster annotation

Gene markers for each cluster were defined using FindAllMarkers function (Seurat R library) (v 4.0.0). Each cluster was annotated automatically using CIPR (version 0.1.0) based on the “immgen” database. In order to confirm cluster annotation and, detect specific cell types that did not exist in the database, we used Nebulosa (version 1.0.0) to display gene expression density for several gene markers. Plasma cells could not be detected by the annotation of the clusters using CIPR, we therefore used the *Sdc1* and *Tnfrsf17* gene markers to annotate those cells. Glial cells and CD8+ T cells were annotated using the same approach using the *Slc1a2* gene and *Cd8a* gene respectively. After extracting the gene markers for each cluster and inspecting them visually, we decided to name the “Pre-T cell” group “T cell”, as it fits better the biological reality.

#### Cell surface protein data processing and doublet filtering

TotalSeq antibody barcodes were processed in 2 separate assays: one for the tissue of origin and one for the cell type. We used the centred log-ratio (CLR) normalization method, then the HTODemux function (Seurat) was used to label each cell. 

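Hashtags are oligonucleotide-tagged antibodies that were added to the CSF sample (hashtag 1) and to the meningeal sample (hashtag 2) before both were pooled. In raw counts the meningeal hashtag was the higher of the pair in every mouse. Its median per kept cell was 273, 446 and 915 in isotype mice 1, 2 and 3 and 441 and 338 in aCD20 mice 1 and 2. The median of the CSF hashtag was 0, 3.0 and 29 in the isotype mice and 16 and 12 in the aCD20 mice. With centred log-ratio (CLR) values over all 5 libraries, HTODemux, which sets a background threshold for each hashtag, called 30.5% of the 17226 cells for the CSF hashtag alone, 4.0% for the meningeal hashtag alone and 65.5% for neither or for both.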

Unfortunately, hashtag oligo (HTO), indicating the tissue of origin, for mELT had a relatively lower expression and yielded only 5% of the total cells, as compared to 31% cells labeled as CSF. In addition, 54% of the cells were HTO-negative. To improve the yield and differentiate between tissues, we used a 1.5-fold difference in HTO expression per cell. This approach allowed us to rescue mELT cells not labeled because of the low expression of the mELT tag compared to the CSF tag. 

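The ratio rule labelled 5695 of the 17226 cells as CSF (33.1%) and 7532 as mELT (43.7%), and left 3999 (23.2%) without a label. Here each raw hashtag count was divided by the geometric mean of that hashtag over all cells (8.52 for the CSF hashtag, 508.5 for the meningeal hashtag, counts plus 1), and a cell took the label of the hashtag that was 1.5-fold higher on this scale, because the paper does not name the scale of its 1.5-fold difference. This scale was chosen after label counts on several scales had been seen. The label largely followed the mouse. Of the labelled cells, 96.6% (12780 of 13227) carried the majority label of their mouse, and CSF was the label of 0% of labelled cells in isotype mouse 1, 2.2% in isotype mouse 2, 94.0% in isotype mouse 3, 97.8% in aCD20 mouse 1 and 94.3% in aCD20 mouse 2. Isotype mouse 3 gave 94.7% of the isotype cells labelled CSF, and isotype mouse 2 gave 88.7% of those labelled mELT. The median raw count of the CSF hashtag was 23 in cells labelled CSF and 3.0 in cells labelled mELT, while that of the meningeal hashtag was 440 and 483. In raw counts 98.8% of cells labelled CSF had more of the meningeal hashtag. On raw counts 0.3% of cells were labelled CSF, with the geometric mean taken within each library 17.1%, and with the ratio of logged values 25.7%.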

Using this approach, we could label 44% of cells as CSF origin and 33% as mELT (77% HTO-positive), with 23% still unknown (HTO-negative) for a total of 17,226 cells. The HTO-negative cells were removed.

The cell type specific CSP antibody barcodes defined by HTODemux yielded 3% CD19, 17% CD4, 2% CD8a, 2% Ly6G, 2% NK, 60% unknown (putative doublet) and 14% negative cells. We did not filter out these putative doublets, because of the low confidence in the CSP-data, instead we used the DoubletFinder R package (v2.0.3) to identify doublets that were not filtered in the previous steps based on the gene expression.

We used the CSP information to remove cells that were confidently labelled as one cell type but clustering with a different cell cluster (Example: cells tagged with the antibody for NK cells but found in the B cell cluster). In addition, we also used the BCR-sequencing information to remove cells having B cell information but not in the plasma cell or B cell cluster. Contaminating glia cells, oligodendrocytes and erythroid cells were removed. 

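Cells that are not immune cells of interest were taken out in 4 steps. Of the 17226 kept cells, 997 were called as doublets by a simulation of mixed cells within each library, 693 of them in isotype mouse 2, the library with the most barcodes. Among the clusters, 4 with 466 cells were named erythroid, 1 of them (99 cells) led by cell cycle genes. A further 4 held 790 oligodendrocytes, and 858 cells (5.0%) lay in 6 clusters that were left unnamed. A productive BCR contig outside the B cell and plasma cell clusters removed 390 cells, 336 of them from isotype mouse 2. This left 13725 immune cells, 4493 labelled CSF, 5888 labelled mELT and 3344 without a label, so that 10381 labelled cells of 11 types were used. The paper's filter on cell surface antibodies was not repeated. DoubletFinder was replaced by a scorer of the same design, and cells were summed without it as an alternative.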

The remaining 9,585 cells, annotated in 11 cell types, were used for the differential gene expression analysis, that was performed when a condition had at least 50 cells.

#### Differential gene expression

Differential gene expression was analyzed as described before (11). Clusters comprising fewer than 50 cells were excluded from the analysis. Significant genes (adjusted p-value <0.05) were ranked based on their average log2FC values. The genes mentioned in the text are the 10 most upregulated and 10 most downregulated genes in both comparisons (CSF aCD20 vs CSF isotype and mELT isotype vs CSF isotype).

#### Pathway enrichment analysis

Using the web-based analytical resource Metascape, we identified significant differences in biological pathways between mELT and CSF, as well as between aCD20-treated and untreated mice (21). We utilized the December 18, 2021 version of Metascape and employed mouse data as input, which was analyzed as if it were human data. The following pathway types were chosen for analysis: GO-Biological processes, WikiPathways, Reactome, and KEGG Pathways. Enrichment analysis was conducted against a custom background gene list, containing all genes considered in the differential gene expression analysis. Pathways with an adjusted p-value <0.001 were considered. Ribosomal genes were excluded from the analysis.

## Results

### Immune cells in CSF and mELT form 11 clusters

We aimed to examine and compare the immune cell composition of CSF and mELT. Furthermore, we aimed to analyze the cellular differences in these tissues between the aCD20 treated (B cell depleted) and the control treated (B cell competent) mice. 

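The deposited data were gene expression, hashtag and BCR libraries of 6 mice of the 2D2xTh strain, whose T and B cells carry receptors for myelin oligodendrocyte glycoprotein and which develop EAE spontaneously. Of these, 2 aCD20 treated and 3 control treated mice were the mice of the study. Mice received 100 μg of aCD20 or isotype antibody weekly and were dissected on day 30 to 35 after the first injection by the paper. The sample labels give 4 doses and dissection at 28 ± 2 days. CSF and meningeal cells of a mouse were tagged with hashtag 1 and hashtag 2, pooled and run as 1 library on the 10x 5′ V(D)J chemistry, which counts unique molecular identifiers (UMIs), so that each count is a captured RNA molecule. The submitters' processing notes name Cell Ranger 5.0.1 and mm10. The authors deposited these raw counts per gene and barcode. Libraries of the isotype mice held 2378560 (mouse 1), 13314641 (mouse 2) and 10758213 (mouse 3) UMIs over all barcodes, and those of the aCD20 mice 7482827 (mouse 1) and 9344495 (mouse 2). The excluded aCD20 mouse held 6909841. Kept cells had a median of 1055, 1066 and 1873 UMIs in isotype mice 1, 2 and 3 and 2399 and 2104 in aCD20 mice 1 and 2, with 503, 452, 751, 969 and 871 genes.
Counts were log-normalised, corrected by library with a Harmony-type method on 30 principal components of 2000 variable genes, and clustered. The marker genes for each type were fixed before the data were examined. The clustering resolution, the rule that turns markers into a name and the doublet scorer were changed while clusters and Table 2 of the paper were in view, so that cell numbers near those of Table 2 are not an independent result. A name means the type whose markers matched a cluster best ("macrophage-like" and so on), and the ending is left out in what follows. Naive clusters of 795, 513 and 60 cells scored slightly below the other T cells for naive markers (-0.02, -0.22 and -0.14). Leading genes included Tnfrsf9 and Nr4a3 in that of 795 cells and Nr4a1 and Egr3 in that of 60. An activated cluster of 224 cells scored -0.15 for its own markers. Elane, Prtn3, Ctsg and Mpo led a monocyte cluster of 22 cells. B cells made up 22 clusters with 4518 cells, naive CD4+ T cells 5 with 3533, macrophages 8 with 2612, activated CD4+ T cells 2 with 1303, Tregs 2 with 631, CD8+ T cells 1 with 479, DC 3 with 373, NK and NKT cells 1 with 354, granulocytes 1 with 146, monocytes 2 with 117 and plasma cells 1 with 49. The mouse was the replicate in every test between groups, never the cell. The p-values of genes also rest on a spread shared over genes, as given with the CSF comparison. Mouse IDs carry a letter, H for isotype mouse 1 and aCD20 mice 1 and 2, and I for isotype mice 2 and 3 and the excluded aCD20 mouse. Neither the paper nor the labels give a date or batch for it. The H libraries lost 54.9 to 70.7% of their barcodes in the quality filter and the I libraries 11.0 to 29.5%.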

After filtering out low quality cells and corrections using “harmony” library, we obtained the transcriptome from a total of 9,585 single cells: 5,445 cells from mELT and 4,140 cells from CSF. We performed clustering and, in this way, classified the cells into 11 final cell clusters (**Figure 2**). Based on a combination of automatic cluster annotation (CIPR version 0.1.0, “immgen” database) and marker gene expression (see Methods section), we identified the following 11 cell types: T cells (*Cd3e*), more specifically naïve CD4+ T cells (*Cd4*, *Ccr7, Sell*), activated CD4+ T cells (*Cd4*, *Rora, Pdcd1, Il2*), CD8+ T cells (*Cd8a*), and regulatory T cells (*Foxp3*), B cells (*Cd79a, Cd19*) and plasma cells (*Sdc1, Tnfrsf17*), a cluster containing natural killer (NK) cells and NKT cells (*Klrb1c, Klrk1*), myeloid lineage cells, separated into dendritic cells (DC) (*Flt3*), macrophages (*Cd68*, *Adgre1*), monocytes (*Cd68*), and granulocytes (*S100a8* and *S100a9*). Erythroid cells (*Hbb-bt*) and oligodendrocytes (*Olig1*), probably coming from blood or CNS contamination respectively, were not considered in further analyses.

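Oligodendrocytes, named by Olig1, Plp1, Mobp and other myelin cell genes, were most frequent in the aCD20 mice and in isotype mouse 1. They made up 10.7% of the cells of aCD20 mouse 1 (168 cells after doublet removal), 19.5% of aCD20 mouse 2 (436 cells) and 10.5% of isotype mouse 1 (69 cells), against 1.3% of isotype mouse 2 (99 cells) and 0.5% of isotype mouse 3 (18 cells). Among cells labelled CSF they made up 14.0% in aCD20 mouse 1 (166 of 1186) and 24.8% in aCD20 mouse 2 (403 of 1622), against 7.9% (11 of 140) and 0.7% (17 of 2559) in isotype mice 2 and 3. Cells named erythroid, mostly by hemoglobin genes, numbered 294 in isotype mouse 2, 90 in isotype mouse 3, 10 in isotype mouse 1, 40 in aCD20 mouse 1 and 32 in aCD20 mouse 2. They include a cluster of 99 cells, 66 of them of isotype mouse 2, that was led by cell cycle genes. No erythroid marker was among its 10 leading genes. A cluster of 101 cells that matched glia other than oligodendrocytes best was left unnamed, because its leading genes held more markers of another type.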

**Figure 2:**
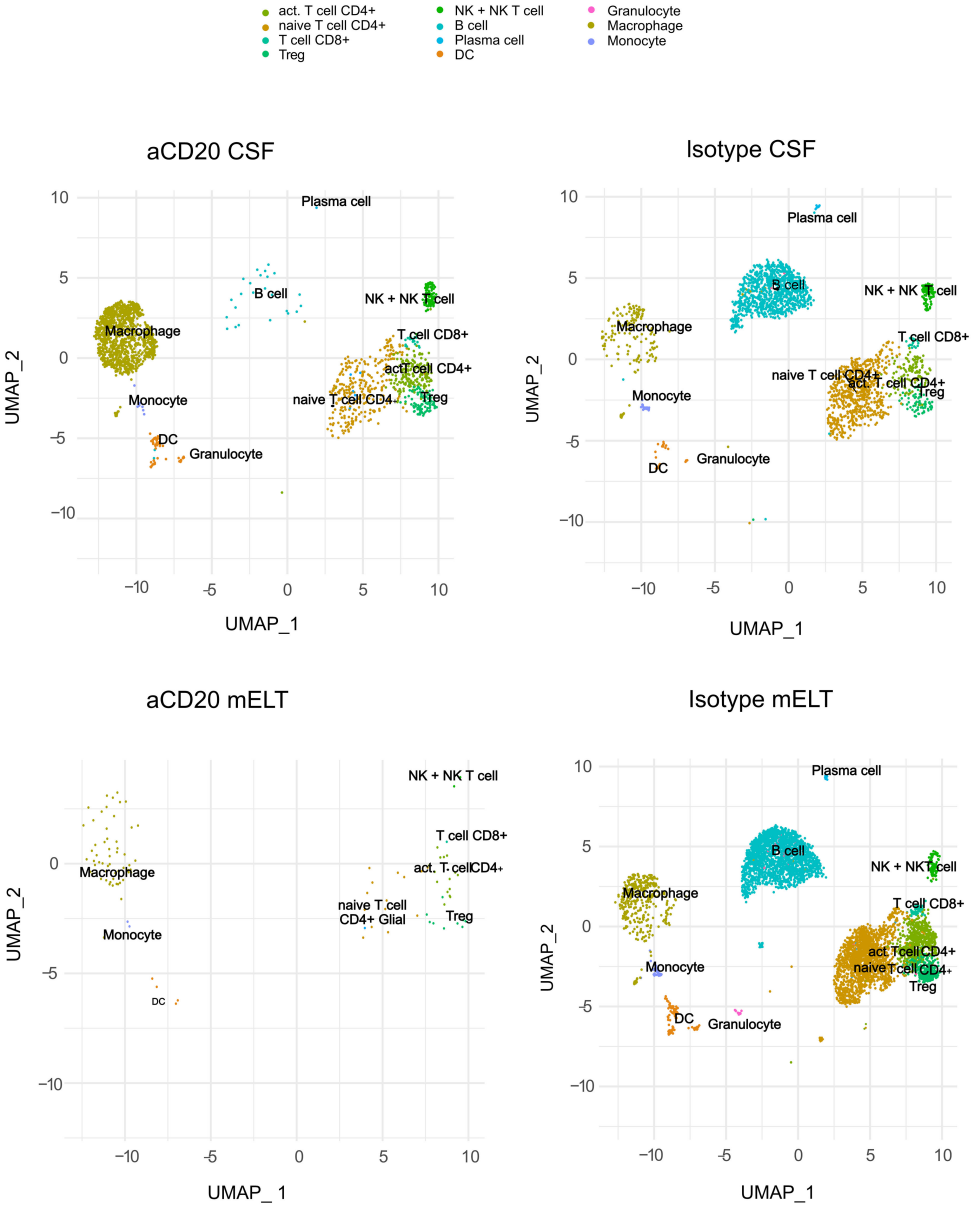
Uniform manifold approximation and projection (UMAP) plot representing 11 color-coded cell clusters identified in using single cell sequencing, split per tissue (CSF and mELT) and per treatment (aCD20 treated mice and control treated mice).

### mELT and CSF have a similar cellular composition

**Figure 3** and **Table 2** illustrate the cell composition of mELT and CSF from control treated (B cell competent) mice. Both CSF and mELT consist mainly of B and CD4+ T lymphocytes. 

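B cells and CD4+ T cells were the largest groups in both compartments of the control treated mice. B cells were 46.4% ± 7.2 (SD, n = 2 mice) of immune cells in mELT and 37.0% ± 13.4 in CSF of the same mice, isotype mice 2 and 3. Naive CD4+ T cells were 21.6% ± 11.5 in mELT and 23.5% ± 0.4 in CSF, activated CD4+ T cells 8.9% ± 0.9 and 6.4% ± 0.1, and Tregs 6.3% ± 2.7 and 3.0% ± 0.9. In both mice the share of B cells was higher in mELT, 41.3% against 27.5% in isotype mouse 2 and 51.5% against 46.5% in isotype mouse 3. The smallest p that an exact sign-flip permutation test of 2 pairs allows is 0.5, so that no difference could pass a threshold. For B cells and Tregs p was 0.5, and for naive CD4+ T cells it was 1.0. The pairs are unequal, since isotype mouse 2 gave 5092 mELT and few CSF cells, and isotype mouse 3 gave 2321 CSF and 134 mELT cells. Isotype mouse 1 had no CSF cell, and 36.5% of its 551 mELT cells were B cells. The sign for naive CD4+ T cells turned with hashtag values taken within each library (9.54 percentage points higher in mELT) and without isotype mouse 3 (5.82 higher).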

Their relative numbers (percentage) were comparable in both tissues (**Table 2**). 

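Among the smaller groups, macrophages, NK cells, granulocytes, monocytes and plasma cells had a lower mean share in mELT than in CSF of isotype mice 2 and 3, and DC a higher one. Macrophages were 6.2% ± 0.4 (SD, n = 2 mice) of mELT cells and 14.2% ± 5.9 of CSF cells, and both mELT values lay below both CSF values. NK and NKT cells were 0.6% ± 0.8 in mELT and 5.8% ± 2.1 in CSF. In isotype mouse 3 none of 134 mELT cells was an NK cell, which allows a share of up to 2.24% (3 counts of the total), against 4.4% of its CSF cells. Granulocytes were 0.4% ± 0.6 against 3.6% ± 2.6, plasma cells 0.2% ± 0.2 against 0.7% ± 0.3, and monocytes 0.7% against 1.5% ± 0.5. DC were 4.8% ± 3.8 against 1.1% ± 1.5, and CD8+ T cells 4.0% ± 0.7 against 3.2% ± 2.0. With 2 pairs every exact permutation p was 0.5 or 1.0. On raw hashtag counts the sign turned for macrophages (7.79 percentage points higher in mELT), granulocytes (1.22), monocytes (1.01) and plasma cells (0.35). These values rest on isotype mouse 3 alone, with 30 kept cells labelled CSF, against 3 in isotype mouse 2.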

Other cell types like monocytes, plasma cells, NK cells, macrophages and granulocytes are also equally represented in both CSF and mELT from control treated mice. Overall, regarding the immune cell composition, CSF and mELT were closely related in control treated 2D2xTh EAE mice.

**Figure 3:**
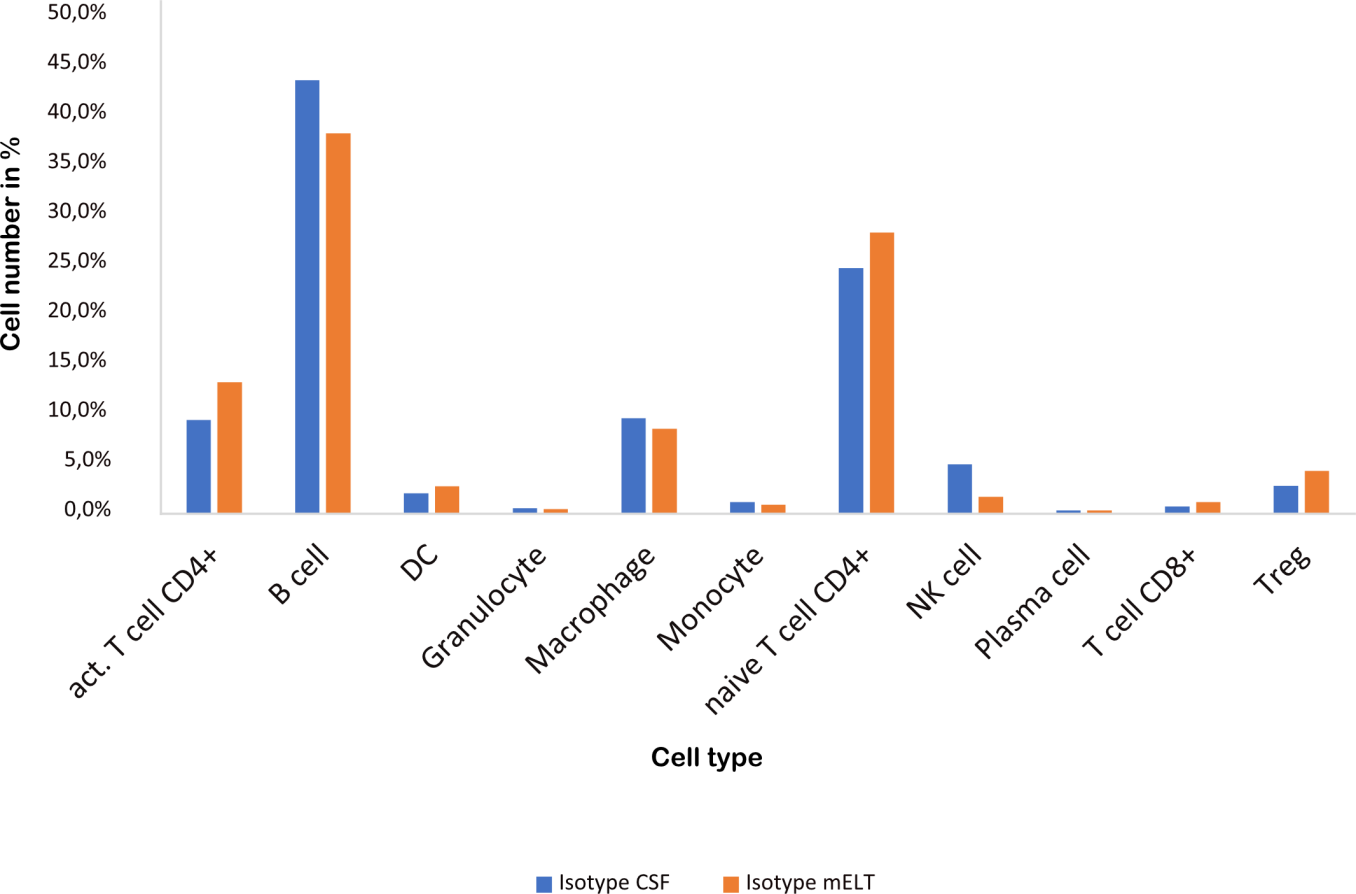
Cell numbers in CSF from control treated mice vs. mELT in control treated mice are similar. The percentage of the respective cell types is shown.

**Table 2:** Cell composition per tissue.

Cell Type	aCD20 CSF	aCD20 mELT	Isotype CSF	Isotype mELT
**Activated CD4+ T cell**	243 (11,9%)	19 (17,9%)	223 (9,4%)	784 (13,3%)
**B cell**	27 (1,3%)	0 (0%)	1031 (43,6%)	2266 (38,3%)
**DC**	52 (2,6%)	5 (4,7%)	49 (2,1%)	163 (2,8%)
**Granulocyte**	1 (0,01%)	0 (0%)	13 (0,6%)	27 (0,5%)
**Macrophage**	1277 (62,5%)	57 (53,8%)	227 (9,6%)	507 (8,6%)
**Monocyte**	7 (0,3%)	2 (1,9%)	28 (1,2%)	53 (0,9%)
**Naive CD4+ T cell**	230 (11,3%)	12 (11,3%)	584 (24,7%)	1674 (28,3%)
**NK cell**	103 (5%)	2 (1,9%)	118 (5%)	101 (1,7%)
**Plasma cell**	1 (0,1%)	0 (0%)	8 (0,3%)	21 (0,4%)
**CD8+ T cell**	20 (1%)	1 (0,9%)	17 (0,7%)	69 (1,2%)
**Treg**	82 (4%)	8 (7,6%)	66 (2,8%)	254 (4,3%)

Total number of cells (over all mice), as well as the percentage of cells per cell type are given for each tissue.

### CSF from aCD20 treated mice contains less B cells and naïve CD4+ T cells but more macrophages

As previously shown (16), aCD20 treatment did not alter the EAE course (**Figure 1B**). The cellular composition of B cell depleted, aCD20 treated CSF seems to be considerably different compared to the B cell competent control group. Due to insufficient data for the mELT aCD20 condition (**Table 2**), we compared CSF from aCD20 treated versus control treated mice as a surrogate (**Figure 4**, **Table 2**). 

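Few cells of the aCD20 mice carried the mELT label, 27 immune cells in aCD20 mouse 1 and 84 in aCD20 mouse 2, and 61 of these 111 cells were macrophages. Cells labelled CSF numbered 936 and 1127 in aCD20 mice 1 and 2. In the control mice they numbered 2321 in isotype mouse 3 and were few in isotype mouse 2, where 30 of them were B cells and 26 naive CD4+ T cells. Of the immune cells of both compartments and without a label, aCD20 mice 1 and 2 had 1289 and 1670, and isotype mice 1, 2 and 3 had 551, 6732 and 3483. The comparison in CSF therefore set 2 mice against 2. A comparison of all immune cells of a mouse, with or without a label, set 2 against 3 and did not rest on the hashtags.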

Like previously shown for mELT (16), aCD20 treatment depleted virtually all B cells from CSF. In addition, aCD20 treated CSF contained less naïve CD4+ T-cells. Similarly, we observed a reduction of monocytes, granulocytes, and plasma cells, but their number was relatively low overall. 

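B cells were 3.5% ± 1.3 (SD, n = 2 mice) of CSF immune cells after aCD20 and 37.0% ± 13.4 (SD, n = 2 mice) after isotype. In aCD20 mouse 1 they were 4.38% and in aCD20 mouse 2 2.57%, against 27.5% (exact 95% binomial interval 19.4 to 36.9%) in isotype mouse 2 and 46.5% in isotype mouse 3. The groups did not overlap (two-sided exact permutation test, p = 0.333, the smallest p that 2 mice against 2 allow). Over all immune cells of each mouse B cells were 3.2% ± 1.6 (n = 2) against 40.3% ± 4.0 (n = 3; exact permutation test, p = 0.1, the smallest possible). The cells named B cells lay in different clusters, in isotype mice most often in a cluster led by Cd79a and Iglc3 (92, 1053 and 587 cells of mice 1, 2 and 3), in aCD20 mouse 1 in a cluster led by Myc and Ighd (17 cells) and in aCD20 mouse 2 in a cluster led by Vpreb3 and Tnfrsf13c (14 cells). Over all immune cells a BCR contig was found in 34 of 56 B cells of aCD20 mouse 1 and in 0 of 34 of aCD20 mouse 2. The excluded aCD20 mouse had 34.8% B cells among its 92 CSF cells. With it the aCD20 mean was 13.9% ± 18.1 (n = 3; exact permutation test, p = 0.3).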

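Naive CD4+ T cells, named by markers such as Ccr7, Sell, Lef1 and Tcf7, lay mostly in the same cluster in every mouse and were 9.1% ± 0.5 (SD, n = 2 mice) of CSF immune cells after aCD20 and 23.5% ± 0.4 (SD, n = 2 mice) after isotype. The aCD20 mice had 9.51% and 8.78% and the isotype mice 23.9% and 23.2%, so that the gap was larger than the spread within either group (two-sided exact permutation test, p = 0.333). Among all immune cells of each mouse the share was 9.6% ± 1.6 (n = 2) against 24.4% ± 5.6 (n = 3; exact permutation test, p = 0.2). The share stayed lower when B and plasma cells were left out of the total, at 9.5% ± 0.7 against 38.6% ± 7.4 in CSF. The excluded aCD20 mouse had 14.1% naive CD4+ T cells in CSF and 31.1% among all its immune cells. With it the aCD20 mean was 10.8% ± 2.9 in CSF and 16.8% ± 12.5 in all immune cells (n = 3; exact permutation tests, p = 0.1 and 0.4).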

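Monocytes, granulocytes and plasma cells were small parts of the CSF immune cells and had a lower mean share after aCD20. Monocytes were 0.32% and 0.35% in aCD20 mice 1 and 2 and 1.83% and 1.12% in isotype mice 2 and 3. Granulocytes, neutrophil-type cells marked by S100a8 and S100a9, were 0.2% ± 0.1 (SD, n = 2 mice) after aCD20 and 3.6% ± 2.6 (SD, n = 2 mice) after isotype. No plasma cell was found among 936 and 1127 CSF cells of the aCD20 mice, which allows shares of up to 0.321% and 0.266% (3 counts of the total), against 0.7% ± 0.3 after isotype. For each type both aCD20 mice lay below both isotype mice (two-sided exact permutation tests, p = 0.333). The direction for monocytes turned over all immune cells when doublets were kept (0.34 percentage points higher after aCD20) and when cells had no upper limit on genes or counts (0.42 higher).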

Interestingly, we observed a substantial increase of macrophages in CSF samples from the aCD20 treated group when compared to the control treated group (1,277 vs. 227 cells; 62,5% vs. 9,6%). 

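Macrophages, which expressed Cd68, Csf1r and complement C1q genes, were 62.9% ± 3.6 (SD, n = 2 mice) of CSF immune cells after aCD20 and 14.2% ± 5.9 (SD, n = 2 mice) after isotype. They were 65.4% in aCD20 mouse 1 and 60.3% in aCD20 mouse 2, against 18.4% in isotype mouse 2 and 10.0% in isotype mouse 3. Over the cells of all mice of a group this was 1292 of 2063 cells after aCD20 and 253 of 2430 cells after isotype. Over both compartments, most cells of the macrophage clusters lay in the 3 largest, whose leading genes include the microglial genes Tmem119, Cx3cr1 and Olfml3 in the first and Spp1 and Gpnmb in the others (91.3% and 87.6% of these cells in aCD20 mice 1 and 2, and 85.9%, 79.2% and 75.9% in isotype mice 1, 2 and 3). The CSF shares of the groups did not overlap (two-sided exact permutation test, p = 0.333). Over all immune cells of each mouse macrophages were 57.6% ± 0.1 (n = 2) against 10.4% ± 4.4 (n = 3; exact permutation test, p = 0.1). Isotype mouse 1 had 15.4%, the highest of the isotype mice, and also the highest share of oligodendrocytes among them. The excluded aCD20 mouse had 33.7% macrophages among 92 CSF cells and 9.07% among all immune cells. With it the aCD20 mean was 53.1% ± 17.0 in CSF and 41.4% ± 28.0 in all immune cells (n = 3; exact permutation tests, p = 0.2 each).

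**Figure D1:**
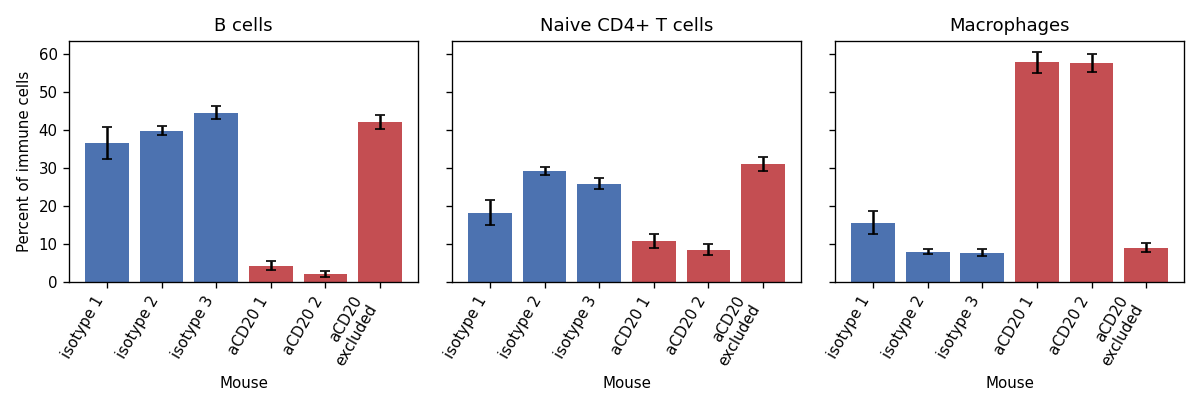
Percent of immune cells named B cells, naive CD4+ T cells and macrophages in each mouse, with both compartments and unlabelled cells together (y axis from 0, in percent). Bars are the share of a mouse, blue for isotype and red for aCD20, and error bars are exact 95% binomial intervals, which cover counting error only. aCD20 mice 1 and 2 sit at 57.7% and 57.5% macrophages and the other 4 mice at 7.72 to 15.4%.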

Numbers of activated CD4+ T cells, NK cells, Tregs, CD8+ T cells were similar in both conditions.

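Activated CD4+ T cells were 9.3% ± 6.0 (SD, n = 2 mice) of CSF immune cells after aCD20 and 6.4% ± 0.1 (SD, n = 2 mice) after isotype. The aCD20 mice differed from each other, with 5.02% and 13.6% activated CD4+ T cells, by more than the groups did. NK and NKT cells were 4.9% ± 1.4 against 5.8% ± 2.1, Tregs 3.9% ± 0.2 against 3.0% ± 0.9, and CD8+ T cells 3.0% ± 1.0 against 3.2% ± 2.0. For DC the shares were 2.8% ± 0.4 and 1.1% ± 1.5. Two-sided exact permutation tests gave p = 1.0 for activated CD4+ T cells and CD8+ T cells, 0.667 for NK cells and 0.333 for Tregs and DC. The direction for the first 4 types turned under several alternatives, for example for Tregs without batch correction (a difference of -0.34 percentage points) and for NK cells with hashtag values taken within each library (1.12 higher).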

**Figure 4:**
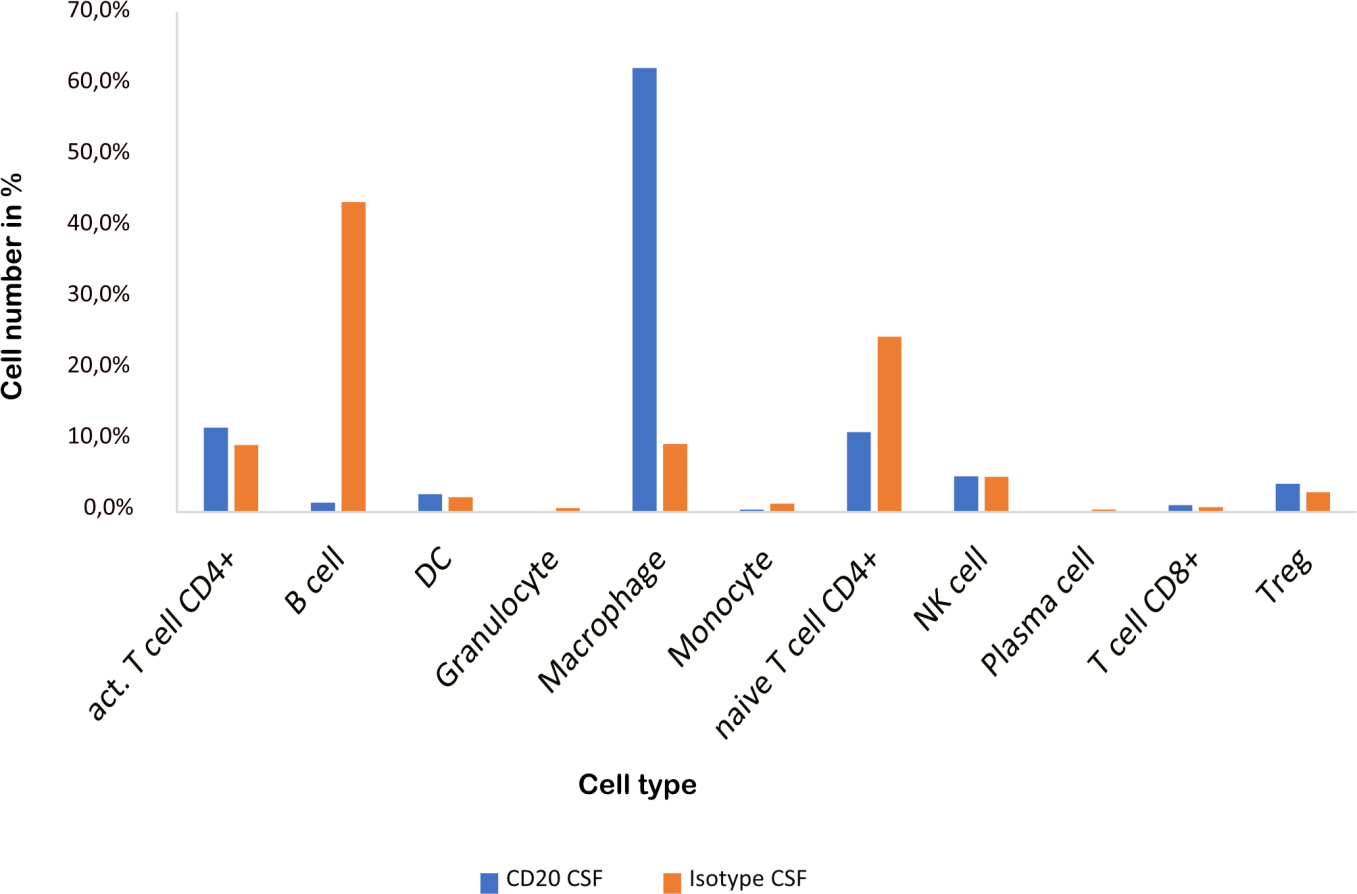
CSF from aCD20 treated mice has less B cells and naïve CD4+ T cells, but more macrophages than CSF from control treated mice. The percentage of the respective cell types is shown.

### aCD20 treatment results in heterogeneous up- and downregulation of proinflammatory genes

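Counts of CSF-labelled cells were summed per mouse and cell type, and genes were compared in CPM with edgeR's quasi-likelihood test on these sums (TMM normalization, Benjamini-Hochberg adjustment over the genes tested). Sums were made for naive CD4+ T cells, B cells and macrophages of 2 aCD20 and 2 isotype mice. Naive CD4+ T cells were summed over 89 and 99 cells in aCD20 mice 1 and 2 (197555 and 152511 UMIs) and over 26 and 539 cells in isotype mice 2 and 3 (22787 and 1164406 UMIs). Macrophages were summed over 612 and 680 cells (1839097 and 1753093 UMIs) against 20 and 233 cells (19549 and 488748 UMIs), and B cells over 41 and 29 cells (55365 and 22871 UMIs) against 30 and 1080 cells (26411 and 1979318 UMIs). For activated CD4+ T cells, Tregs and NK cells, isotype mouse 3 alone of the isotype mice had at least 10 CSF cells (146, 55 and 101). No test was therefore made in CSF with the reported labels and cell types. These types were compared over all immune cells of each mouse, 2 aCD20 against 3 isotype mice. Both aCD20 mice in the CSF comparison carry the ID letter H and both isotype mice the letter I, and all 4 are female. For spread the test leans on a value shared over genes, since 2 mice against 2 leave few residual degrees of freedom. A very small adjusted p therefore does not measure the spread of that gene between mice. Most isotype UMIs of each type came from isotype mouse 3. On simulated counts with genes changed by 2 on the log2 scale, the test recovered 83.2% of them in naive CD4+ T cells, 44.9% in macrophages and 35.8% in B cells. An alternative fit adds the excluded aCD20 mouse and the ID letter. Its treatment term in CSF compares that mouse alone with isotype mice 2 and 3. The sums of the excluded mouse held 31 macrophages, 13 naive CD4+ T cells and 32 B cells, and its B cells were not depleted. A changed sign in that fit is therefore no test of the change in aCD20 mice 1 and 2.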

In order to identify differences in gene expression in CSF between the aCD20 and isotype conditions, a differential gene expression analysis was conducted for each cell cluster within the respective tissue samples. Only those cell types were included in the analysis, where >50 cells were available in both conditions. **Figure 5** illustrates the 10 genes with highest fold change among the significant upregulated and downregulated genes in CSF from aCD20 treated mice compared to the control treated group. A full list of significant genes can be found in **Supplementary Table 1**.

**Figure 5:**
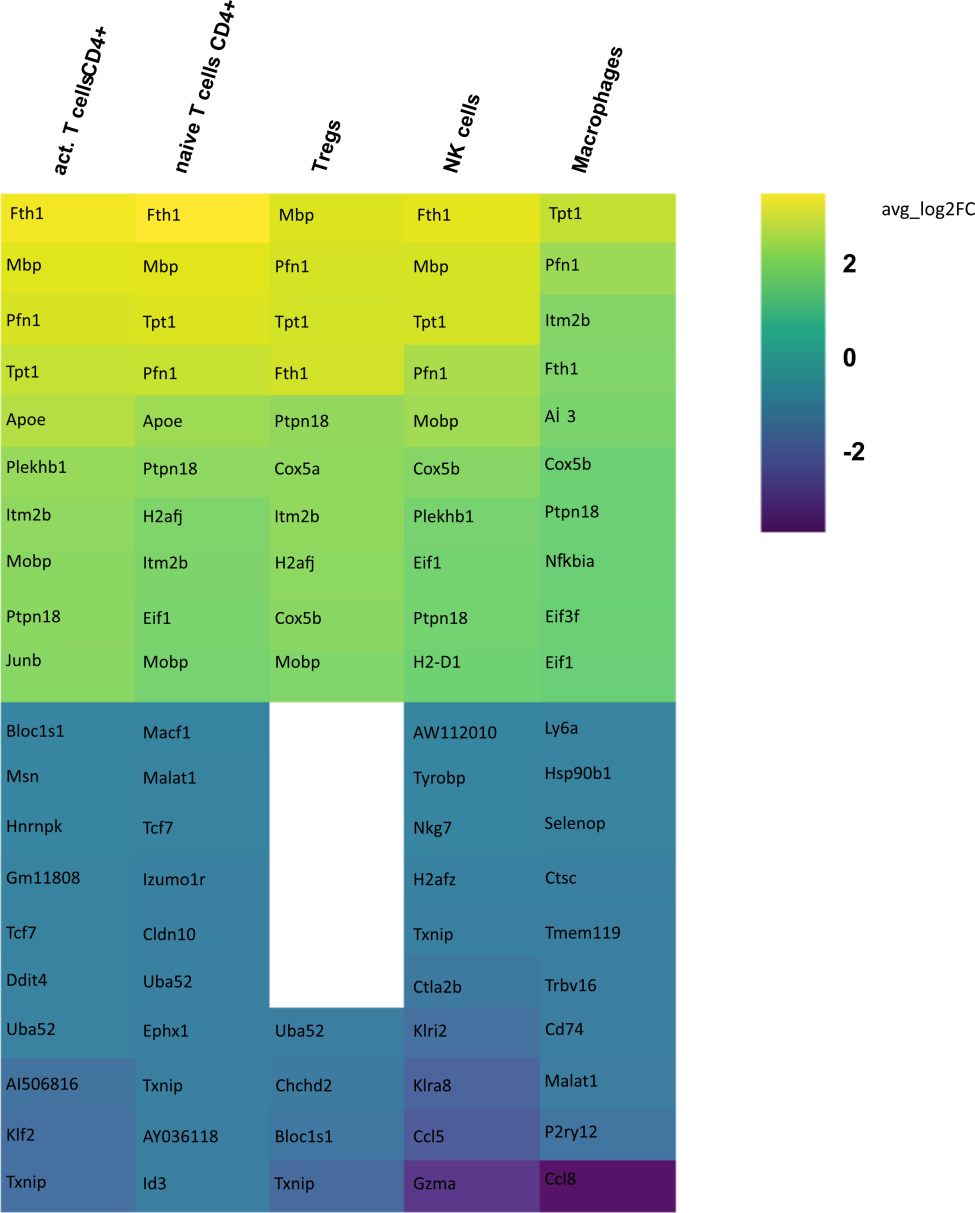
Heatmap representing differentially expressed genes (DEGs) between CSF from aCD20 treated and CSF from isotype treated mice for each cell type. Gene expression analysis was conducted only for cell counts >50. Thus, not all cell types are shown. The top 10 up- and downregulated genes are shown, ranked according to average log2 fold-change (avg_log 2FC). Positive avg_log 2FC represent upregulated genes in CSF from aCD20 treated mice, negative values correspond to downregulated genes.

Differential gene expression analysis showed that the majority of differentially regulated genes was upregulated in the aCD20 treated group in comparison to the control group (**Figure 6**). 

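Most genes that changed in CSF were higher after aCD20. In macrophages 366 genes were higher and 44 lower of 6757 tested, in naive CD4+ T cells 178 higher and 10 lower of 1810, and in cells named B cells, which also carried genes of disease-associated microglia (7 of 7 higher), 43 higher and 3 lower of 457 (edgeR's quasi-likelihood test, adjusted p under 0.05). Among the genes with the largest increase in naive CD4+ T cells were Bola3, which takes part in iron-sulfur cluster assembly (log2 fold change 5.99, SE 0.76, adjusted p = 3.35e-12), the mitochondrial ribosomal protein gene Mrps24 (5.39, SE 0.59), the histone gene H2afj (4.99, SE 0.53) and the splicing factor gene Snrpf (4.97, SE 0.55). Isotype means were 0.95 CPM for Bola3, 2.38 CPM for Mrps24, 6.18 CPM for H2afj and 55.2 CPM for Snrpf. Those of Bola3, Mrps24 and H2afj lie below what the small CSF sum of isotype mouse 2 can show, so that the size of their folds is uncertain. With each mouse left out in turn, Bola3 ran from 5.83 to 6.93 and Mrps24 from 5.06 to 7.5. H2afj ran from 4.89 to 8.4 and Snrpf from 2.2 to 5.27. Among the genes lower in macrophages, with no overlap between the groups, were Cd163, a hemoglobin scavenger receptor (-5.75, SE 0.90, adjusted p = 8.96e-08), Pf4 (-3.58, SE 0.47), Mgl2 (-3.31, SE 0.45) and Ms4a4a (-2.25, SE 0.59). Isotype mouse 1, which had no CSF cell and took no part in this test, was higher than the mean of isotype mice 2 and 3 for 344 of the 366 higher genes in macrophages and 170 of the 178 in naive CD4+ T cells over all immune cells. Its median log2 difference from isotype mice 2 and 3 was 1.22 for the 366 macrophage genes (1.27 in the aCD20 mice) and 1.49 for the 178 naive CD4+ T cell genes (1.73 in the aCD20 mice), and 0.82 for the 43 B cell genes (3.57 in the aCD20 mice). In the excluded aCD20 mouse the corresponding medians were 12.3%, -0.1% and 1.3% of those in aCD20 mice 1 and 2. Border macrophage genes were at 944 CPM in macrophages of isotype mouse 1, against 299 and 267 CPM in aCD20 mice 1 and 2. DESeq2 on the same sums called 48 higher and 2 lower genes in macrophages and 25 and 0 in naive CD4+ T cells. Without isotype mouse 3 the counts were 38 and 1, and 22 and 0, and with the excluded mouse and the ID letter in the model 3 and 10, and 1 and 3, where the 4 naive CD4+ T cell genes named above turned sign (-2.37 to -5.01). In B cells DESeq2 called 39 and 6, and edgeR 0 and 0 without isotype mouse 3 (50 and 26 at an unadjusted p under 0.05), 0 and 0 with the excluded mouse (37 and 13 unadjusted), 0 and 1 with the letter as well, and 19 and 18 without aCD20 mouse 1. Over all immune cells, where isotype mouse 1 takes part, 99 genes were higher and 61 lower in macrophages and 0 changed in naive CD4+ T cells (edgeR, 266 higher and 67 lower at an unadjusted p under 0.05).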

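Fth1 encodes the heavy chain of ferritin, which stores iron, and lies on chromosome 19 of GRCm38 from 9980598 to 9985098 (ENSMUSG00000024661). It was higher after aCD20 in CSF macrophages, naive CD4+ T cells and B cells. In macrophages it rose from 3444 ± 1750 CPM (SD, n = 2 mice) to 28990 ± 8190 CPM (SD, n = 2 mice), a log2 fold change of 3.05 (SE 0.41, adjusted p = 2.43e-10 from edgeR's quasi-likelihood test). The gene also rose in naive CD4+ T cells, from 1016 ± 452 to 11300 ± 3670 CPM (log2 fold change 3.64, SE 0.35, adjusted p = 1.16e-19 from the same test), and in cells named B cells from 2340 ± 42.4 to 48470 ± 22000 CPM (4.37, SE 0.39, adjusted p = 0.00951), where 7 of 7 genes of disease-associated microglia rose as well. With both compartments together Fth1 was at 15710 CPM in macrophages of isotype mouse 1, against 3452 and 5345 CPM in isotype mice 2 and 3 and 21032 and 27160 CPM in the aCD20 mice. In the excluded aCD20 mouse it was at 2107 CPM. In NK cells, Tregs and activated CD4+ T cells over all immune cells the log2 fold change was 2.04, 1.55 and 1.75 and did not pass (adjusted p = 0.246, 0.349 and 0.286, edgeR). Of 8 genes of iron handling tested in CSF macrophages, 1 passed. The log2 fold change in macrophages was 3.78 without isotype mouse 3, and with the excluded mouse and the ID letter in the model -1.30.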

One of the most differentially expressed genes, upregulated in the aCD20 treated group in each of the examined cell types, was Ferritin Heavy Chain 1 (*Fth1)*, which has a major function in iron storage. Studies have demonstrated an upregulation of the *Fth1* gene in brain tissue of patients with MS lesions (22). However, an association with upregulated *Fth1* gene in immune cells of CSF is currently unknown. Another highly upregulated gene in all examined cell types was *Mbp*. 

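Mbp, which encodes myelin basic protein (chromosome 18 of GRCm38 from 82475146 to 82585637, ENSMUSG00000041607), was higher after aCD20 in CSF macrophages, naive CD4+ T cells and B cells, and other genes of myelin rose with it. In naive CD4+ T cells it rose from 1629 ± 1750 to 6765 ± 824 CPM (SD, n = 2 mice each), a log2 fold change of 2.39 (SE 0.36, adjusted p = 4.75e-09 from edgeR's quasi-likelihood test). In macrophages it rose from 978.7 ± 118 to 4995 ± 855 CPM (2.33, SE 0.47, adjusted p = 7.65e-05 from the same test), and in cells named B cells from 2582 ± 177 to 16300 ± 4140 CPM (2.65, SE 0.27, adjusted p = 0.00951). The latter also carried genes of disease-associated microglia. A BCR contig was found in 0 of 34 cells named B cells in aCD20 mouse 2, with or without a CSF label. Of 14 myelin genes tested in macrophages 8 rose and none fell, of 8 in naive CD4+ T cells 7 rose, and of 6 in B cells 4 rose (10, 7 and 6 when adjusted over the list alone). Camera gave an adjusted p of 1.15e-11, 1.87e-05 and 5.70e-05, and 0.764, 0.767 and 0.764 with an estimated correlation. Mobp and Plp1, which encode further myelin proteins, were among them, with log2 fold changes of 2.54 and 3.12 in naive CD4+ T cells (SE 0.48 and 0.47). With each mouse left out in turn, these ran from 0.05 to 3.67 for Mobp and from 1.39 to 3.37 for Plp1. Genes of astrocytes rose as well, 6 of 9 in macrophages and 4 of 4 in naive CD4+ T cells (camera adjusted p = 3.40e-05 and 0.00771, and 0.767 in each with an estimated correlation). The share of oligodendrocytes among cells labelled CSF moved with the groups, as given with the cell types, and in isotype mouse 1 Mbp was at 2720 CPM in naive CD4+ T cells over all immune cells, against 1978 and 450.7 CPM in isotype mice 2 and 3 and 5514 and 5811 CPM in the aCD20 mice. Without isotype mouse 3 the log2 fold change of Mbp in naive CD4+ T cells was 1.26 and the call was lost, and without isotype mouse 2 it was 4.12. With the excluded mouse and the ID letter in the model it turned sign (-0.39, and -0.01 in macrophages), as did Mobp and Plp1 in naive CD4+ T cells (-1.31 and -7.04), and none passed. Mbp did not pass in NK cells, Tregs or activated CD4+ T cells over all immune cells (1.85, 1.81 and 1.87, adjusted p = 0.246, 0.15 and 0.186, edgeR).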

The *Mbp* gene encodes for the myelin basic protein, which is a structural component of myelin sheath. Thus, Mbp expression in our data may represent contamination by myelin. However, according to Marty et al, Mbp expression is detected in T cells isolated from lymph nodes and spleen (23). Several variations in the *Mbp* gene have been associated with an increased susceptibility to developing MS and its clinical course (24). Furthermore, we observed a significant upregulation of the *Pfn1* gene in all immune cell populations. 

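Pfn1 encodes profilin 1, which binds actin monomers and controls actin filament growth (chromosome 11 of GRCm38 from 70651850 to 70654644, ENSMUSG00000018293). It was higher after aCD20 in CSF macrophages, naive CD4+ T cells and cells named B cells, the types that could be tested. The cells named B cells also carried genes of disease-associated microglia, and in aCD20 mouse 2 a BCR contig was found in 0 of 34, with or without a CSF label. In macrophages Pfn1 rose from 69.2 ± 49.1 to 1416 ± 360 CPM (SD, n = 2 mice each), a log2 fold change of 3.94 (SE 0.58, adjusted p = 1.63e-08 from edgeR's quasi-likelihood test). Its level in naive CD4+ T cells went from 267.2 ± 28.1 to 3483 ± 379 CPM (3.64, SE 0.38, adjusted p = 7.84e-17) and in B cells from 265 ± 42.3 to 3006 ± 320 CPM (3.56, SE 0.43, adjusted p = 0.00951). In both compartments together, macrophages of isotype mouse 1 were at 1433 CPM, above the aCD20 mice (987.1 and 1271 CPM), while isotype mice 2 and 3 and the excluded aCD20 mouse were at 119.2, 126.4 and 97.6 CPM. Similar levels were seen in naive CD4+ T cells, with 2969 CPM in isotype mouse 1 and 2613 and 3253 CPM in the aCD20 mice. In this comparison, which includes isotype mouse 1, Pfn1 did not pass in NK cells, Tregs or activated CD4+ T cells (log2 fold changes 1.38, 1.40 and 1.50, adjusted p = 0.56, 0.551 and 0.504, edgeR). The CSF macrophage value was 5.42 without isotype mouse 3, and with the excluded mouse and the ID letter in the model it was -0.12.

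**Figure D2:**
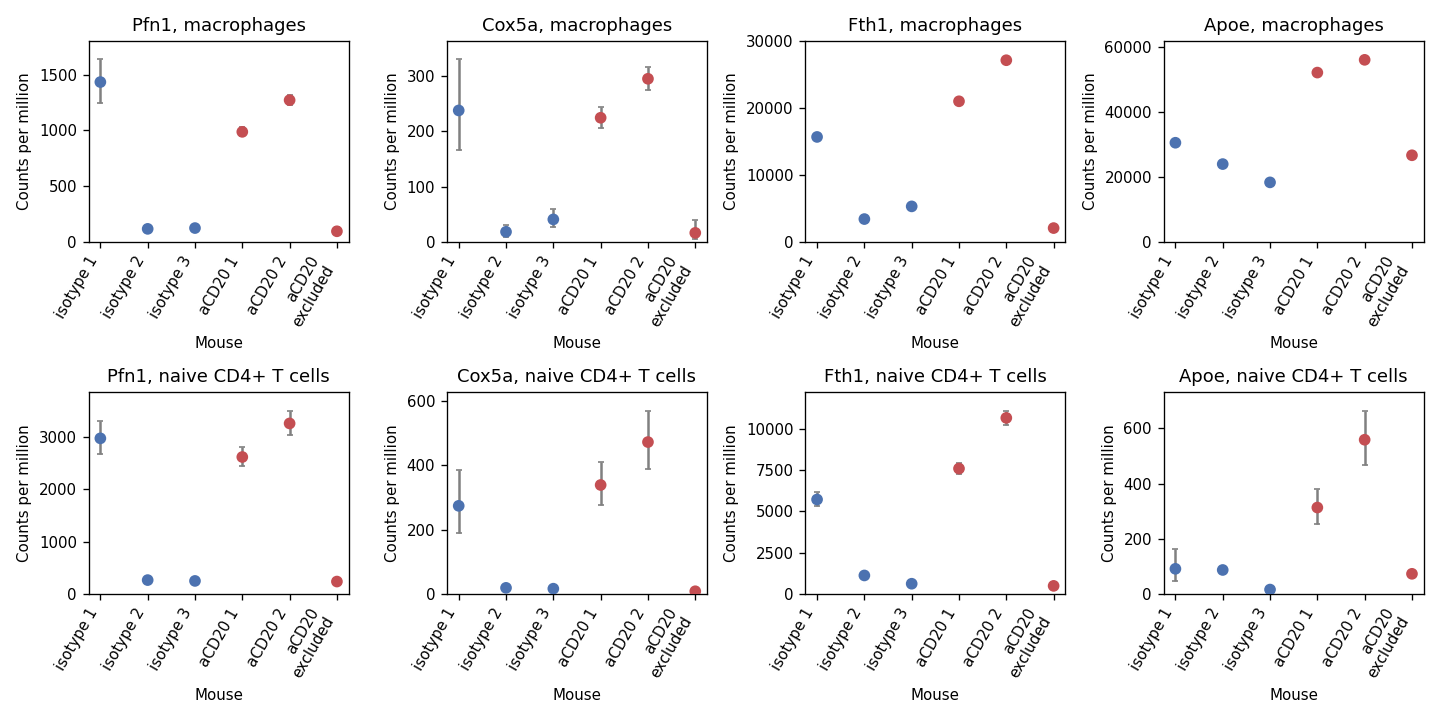
CPM of Pfn1, Cox5a, Fth1 and Apoe in macrophages (top) and naive CD4+ T cells (bottom) of each mouse, with both compartments and unlabelled cells together. Points are blue for isotype and red for aCD20 on a y axis from 0, and error bars are exact 95% Poisson intervals, which cover counting error only. Isotype mouse 1 sits with aCD20 mice 1 and 2 for Pfn1 and Cox5a (237.6 CPM of Cox5a in macrophages, against 224.4 and 294.7 CPM), and the excluded aCD20 mouse with isotype mice 2 and 3.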

Even though no association with MS has been observed yet, studies have shown that excessive *Pfn1* activity can result in the immune system targeting the body’s own cells resulting in other autoimmune diseases (25). *Apoe* was among the top 10 upregulated genes in activated and naïve CD4+ T cells. 

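Apoe encodes apolipoprotein E, a lipid carrier made mainly by macrophages, microglia and astrocytes in nervous tissue (chromosome 7 of GRCm38 from 19696109 to 19699188, ENSMUSG00000002985). In CSF naive CD4+ T cells it rose from 58.0 ± 57.9 to 541.5 ± 282 CPM (SD, n = 2 mice each), a log2 fold change of 4.72 (SE 0.53, adjusted p = 3.93e-15 from edgeR's quasi-likelihood test). It also rose in CSF macrophages, where its level was far higher, from 18060 ± 1780 to 66990 ± 11200 CPM (1.89, SE 0.35, adjusted p = 1.41e-05), and in cells named B cells (4.11, SE 0.31, adjusted p = 0.00833), where 7 of 7 genes of disease-associated microglia, Apoe among them, rose. In activated CD4+ T cells over all immune cells the log2 fold change was 2.28 and did not pass (adjusted p = 0.0736), while Tregs passed (2.44, SE 0.50, adjusted p = 0.043) and NK cells did not (2.66, adjusted p = 0.166, all edgeR). The Treg call was lost with DESeq2, with no batch correction and with no doublet removal. It was also lost with no upper limit on genes or counts and with the excluded aCD20 mouse. The value in CSF naive CD4+ T cells was 2.44 without isotype mouse 3 and no longer passed, and DESeq2 gave 3.81, which did not pass either.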

*Apoe* exhibits notable immunomodulatory properties by attenuating immune activation through downregulation of immune stimulatory proteins on antigen-presenting cells. Multiple scientific investigations have established a potential association between *Apoe* and autoimmune conditions, including MS (26–28). Interestingly, both *Apoe* and *Mbp* also showed higher expression in mELT than in spleen and lymph nodes in many immune celltypes in our previous study, comparing mELT with secondary lymphoid organs (11). Macrophages in CSF of B cell depleted mice exhibited upregulated expression of *Atf3*. 

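Atf3 encodes a stress-induced transcription factor of the CREB family (chromosome 1 of GRCm38 from 191170296 to 191218039, ENSMUSG00000026628). In CSF macrophages Atf3 rose from 303.6 ± 57.6 to 1603 ± 31.4 CPM (SD, n = 2 mice each), a log2 fold change of 2.48 (SE 0.53, adjusted p = 0.000183 from edgeR's quasi-likelihood test). Both aCD20 mice lay above both isotype mice. The call was lost without isotype mouse 3 (2.28), without aCD20 mouse 1 (2.47) and without aCD20 mouse 2 (2.53), although the value moved little. Macrophages of isotype mouse 1, with both compartments together, were at 787.5 CPM, between isotype mice 2 and 3 (327.5 and 227.5 CPM) and aCD20 mice 1 and 2 (1283 and 1119 CPM).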

*Atf3* correlates with macrophages infiltration and plays a role in inflammation, cell division, and apoptosis (29). Additionally, we observed an upregulation of the *Junb* gene in immune cells from aCD20 treated mice. 

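Junb, an AP-1 transcription factor subunit and immediate early gene (chromosome 8 of GRCm38 from 84974484 to 84978718, ENSMUSG00000052837), was higher after aCD20 in CSF naive CD4+ T cells and macrophages. It rose from 384 ± 263 to 1796 ± 646 CPM in the T cells (SD, n = 2 mice each; log2 fold change 1.91, SE 0.35, adjusted p = 3.19e-06 from edgeR's quasi-likelihood test), and in macrophages from 1268 ± 527 to 3947 ± 312 CPM (1.58, SE 0.46, adjusted p = 0.0152). In B cells it was at 1.40 (SE 0.86) and did not pass (adjusted p = 0.366). NK cells, Tregs and activated CD4+ T cells, over all immune cells, were at 1.33, 1.27 and 1.80 and did not pass (adjusted p = 0.2, 0.244 and 0.0924, edgeR). Of 20 immediate early genes tested in CSF macrophages 4 rose and none fell, and of 12 in naive CD4+ T cells 2 rose and none fell (6 and 6 when adjusted over the list alone). The most abundant members in macrophages were Zfp36, Fos, Junb and Nfkbia. Camera gave an adjusted p of 4.93e-06 and 0.0332, and 0.767 for both with an estimated correlation. Fos itself did not pass in macrophages (1.02, adjusted p = 0.219), nor did Egr1 (0.67, adjusted p = 0.608), while Jund passed in naive CD4+ T cells (1.41, SE 0.44, adjusted p = 0.0155). DESeq2 and the fits without isotype mouse 2, aCD20 mouse 1 or aCD20 mouse 2 did not call Junb in macrophages (1.62, 1.29, 1.74 and 1.59). With the excluded mouse and the ID letter in the model its sign turned in macrophages (-1.51) and naive CD4+ T cells (-2.29), and it did not pass. Isotype mouse 1 was at 1389 CPM in naive CD4+ T cells over all immune cells (1205 and 1844 CPM in the aCD20 mice) and at 1894 CPM in macrophages (3016 and 2990 CPM).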

*Junb* has been identified as a significant contributor to the activation of T cells and the differentiation and proliferation of Tregs (30). In addition, several subunits of cytochrome c oxidase (*Cox5a*, *Cox5b*, *Cox8a*, *Cox6a1*), which play an important role in regulation of ATP synthesis via oxidative phosphorylation (OXPHOS) (31), were found to be upregulated after CD20 treatment in all studied cell types. 

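Subunits of cytochrome c oxidase, complex IV of the respiratory chain, were higher after aCD20 in the CSF types tested. Among these, the cells named B cells also carried genes of disease-associated microglia, and 0 of 34 in aCD20 mouse 2, with or without a CSF label, had a BCR contig. Cox5a (chromosome 9 of GRCm38 from 57521274 to 57532426, ENSMUSG00000000088) had a log2 fold change of 2.94 in macrophages (SE 0.56, adjusted p = 1.97e-05 from edgeR's quasi-likelihood test), 4.52 in naive CD4+ T cells (SE 0.51, adjusted p = 4.49e-15) and 5.79 in B cells (SE 0.76, adjusted p = 0.00971). Cox5b (chromosome 1, 36691449 to 36693681, ENSMUSG00000061518) was at 4.13, 3.68 and 3.92 in the same order, and Cox8a (chromosome 19, 7215153 to 7217616, ENSMUSG00000035885) at 2.72, 2.06 and 2.88. All of these passed. Cox6a1 (chromosome 5, 115345642 to 115348981, ENSMUSG00000041697) passed in macrophages (2.56, SE 0.53) and naive CD4+ T cells (2.80, SE 0.44) and not in B cells (2.97, SE 0.69, adjusted p = 0.0536). Of 11 nuclear-encoded subunits tested in each type, 4 rose in macrophages, 4 in naive CD4+ T cells and 3 in B cells, and none fell (4, 4 and 4 when adjusted over the list alone), so that most subunits did not pass. Cox5a was at 237.6 CPM in macrophages of isotype mouse 1 over all immune cells, against 18.7 and 41.1 CPM in isotype mice 2 and 3 and 224.4 and 294.7 CPM in the aCD20 mice. For Cox8a these values were 1548, 199.7, 338.1, 1261 and 1516 CPM. In the CSF macrophages of isotype mouse 2 no Cox5a, Cox5b or Cox6a1 was counted. With the excluded mouse and the ID letter in the model, all 4 genes turned sign in macrophages (-0.44 for Cox5b to -7.80 for Cox5a) and in naive CD4+ T cells (-5.40 for Cox5a to -9.35 for Cox8a), and none passed. That fit compares the excluded mouse alone with isotype mice 2 and 3 and is no test of the change in the other aCD20 mice. Each mouse was also left out in turn, which leaves 1 mouse in a group. In macrophages Cox5a then ran from 2.82 to 11.24 (3.36 and 2.85 without either aCD20 mouse) and Cox5b from 4.03 to 11.96. Cox6a1 ran from 2.39 to 11.62 and Cox8a from 2.39 to 4.69. In naive CD4+ T cells Cox5a ran from 4.32 to 8.53 and Cox5b from 3.6 to 8.98. Cox5b shares 22.1% of the 61-base words of its longest transcript with other genes, so that its counts are less certain.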

Typically, resting lymphocytes generate energy through oxidative phosphorylation and fatty acid oxidation, whereas activated lymphocytes rapidly shift to glycolysis (32). 

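Translation initiation factors Eif1 and Eif3f, which take part in start codon selection and in the eIF3 complex, were higher after aCD20 in CSF macrophages, naive CD4+ T cells and cells named B cells. These last cells also carried genes of disease-associated microglia, and 0 of 34 in aCD20 mouse 2, with or without a CSF label, had a BCR contig. Eif1 (chromosome 11 of GRCm38 from 100319885 to 100322096, ENSMUSG00000035530) rose from 526.8 ± 24.6 to 2624 ± 265 CPM in naive CD4+ T cells (SD, n = 2 mice each; log2 fold change 2.34, SE 0.36, adjusted p = 1.38e-08 from edgeR's quasi-likelihood test), and by 2.68 in macrophages (SE 0.52) and 2.67 in B cells (SE 0.54) on the log2 scale. Eif3f (chromosome 7, 108934417 to 108942951, ENSMUSG00000031029) rose from 156.4 ± 11.3 to 1067 ± 57.4 CPM in naive CD4+ T cells (2.71, SE 0.39, adjusted p = 1.09e-09), and by 3.11 in macrophages (SE 0.56) and 2.12 in B cells (SE 0.47). Of the other initiation factors most did not pass. Of 31 tested in macrophages 3 rose, of 27 in naive CD4+ T cells 3 rose and of 9 in B cells 2 rose, and none fell (3, 3 and 3 when adjusted over the list alone; camera adjusted p = 0.0186, 0.815 and 0.577, and 0.767 in macrophages with an estimated correlation). In macrophages over all immune cells Eif3f was at 617.8 CPM in isotype mouse 1, against 89.1 CPM in isotype mouse 2 and 509.7 and 569.2 CPM in the aCD20 mice. With each mouse left out in turn, Eif1 in CSF macrophages ran from 2.44 to 3.74 and Eif3f from 2.91 to 12.36 (2.61 and 3.17 without aCD20 mouse 2). Both turned sign with the excluded mouse and the ID letter in the model, in macrophages (-0.55 for Eif1 and -0.88 for Eif3f) and naive CD4+ T cells (-1.83 and -0.74), and neither passed. Eif1 shares 29.2% of its 61-base transcript words with other genes.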

Finally, also translation initiation factors including *Eif1*, and *Eif3f*, were upregulated by CD20 treatment in all studied cell types. 

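Ccl3 and Ccl4 encode chemokines that bind CCR5 and draw in macrophages and T cells, and lie next to each other on chromosome 11 of GRCm38 (83647844 to 83649355, ENSMUSG00000000982, and 83662584 to 83664683, ENSMUSG00000018930). In CSF macrophages the mean of Ccl3 was 1076 ± 37.0 CPM (SD, n = 2 mice) after isotype and 2160 ± 351 CPM (SD, n = 2 mice) after aCD20, a log2 fold change of 1.01 (SE 0.47), which did not pass (adjusted p = 0.259 from edgeR's quasi-likelihood test). For Ccl4 the means were 2872 ± 994 and 6266 ± 1660 CPM, a log2 fold change of 1.1 (SE 0.43, adjusted p = 0.133 from the same test). Both aCD20 mice were above both isotype mice for either gene. The groups overlapped for Ccl4 over all immune cells, which was at 4725 and 4696 CPM in macrophages of isotype mice 1 and 2 and at 3547 CPM in aCD20 mouse 2. Of 18 genes of proinflammatory cytokines and chemokines tested in CSF macrophages 2 rose and 2 fell (3 and 3 when adjusted over the list alone; camera adjusted p = 0.213).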

Interestingly, another translation initiation factor has been found to play a role in MS development (33). aCD20 mAb treatment leads to an increased expression of proinflammatory chemokines CCL3 and CCL4 in macrophages, which can lead to the attraction of more macrophages and monocytes. In addition, also CXCL14 and CCRL2 were increased in aCD20 mAb-treated CSF samples.

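Cxcl14, a chemokine that binds monocytes and dendritic cells (chromosome 13 of GRCm38 from 56288643 to 56296551, ENSMUSG00000021508), rose in CSF macrophages from 1.06 ± 1.50 to 82.3 ± 23.1 CPM (SD, n = 2 mice each), a log2 fold change of 5.26 (SE 0.92, adjusted p = 2.96e-06 from edgeR's quasi-likelihood test). It was also low in macrophages of isotype mouse 1, at 6.8 CPM over all immune cells, against 57.6 and 82.2 CPM in the aCD20 mice, 4.3 and 1.6 CPM in isotype mice 2 and 3 and 10.1 CPM in the excluded aCD20 mouse. In this comparison the log2 fold change was 4.52 (SE 0.51, adjusted p = 0.000767, edgeR). That call was lost when the excluded mouse was added, where no macrophage gene passed. With the excluded mouse and the ID letter in the model of CSF cells the sign turned (-3.58, adjusted p = 1.0). Ccrl2, an atypical chemokine receptor (chromosome 9, 111054486 to 111057519, ENSMUSG00000043953), was at 310.6 ± 244 CPM after isotype and 763.1 ± 48.2 CPM after aCD20 in CSF macrophages and did not pass (1.02, SE 0.48, adjusted p = 0.262, edgeR). Without isotype mouse 3 the CSF call of Cxcl14 was lost (9.32, adjusted p = 0.605). No Cxcl14 was counted in the 20 macrophages of isotype mouse 2.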

**Figure 6:**
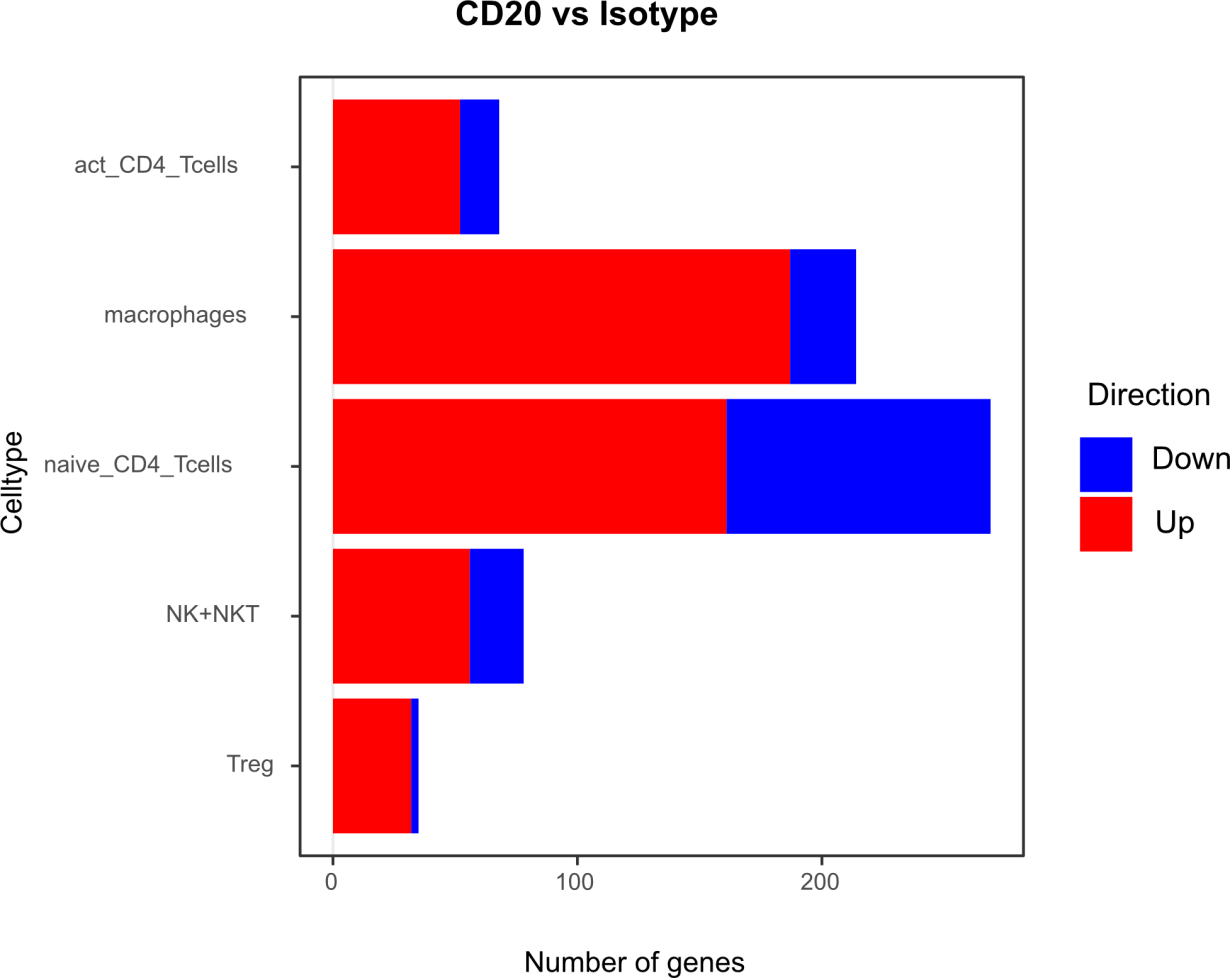
Number of genes that exhibit upregulation or downregulation in aCD20 treated mice compared to control treated mice.

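Genes that were higher after aCD20 recurred between cell types. Of 440 genes higher in at least 1 of the 3 CSF types, 127 (28.9%) were higher in 2 or more and 20 in all 3, among them Apoe, Fabp5, Eif1 and Eif3f. The 127 became 20 with DESeq2 and 24 with HTODemux labels, 16 without isotype mouse 3, 31 and 21 without aCD20 mouse 1 or 2, and 0 with the excluded mouse and the ID letter in the model. Of 57 genes lower in at least 1 type, 0 were lower in 2 or more (edgeR). Of these genes 217 and 19 had been tested in at least 2 types. Macrophages and naive CD4+ T cells shared 123 higher genes of the 147 and 172 called among the 1682 genes tested in both, where independent lists would share 15.0. Cells named B cells, which also carried genes of disease-associated microglia, shared 22 with macrophages (3.9 for independent lists) and 22 with naive CD4+ T cells (3.4). For lower genes 9 and 7 were called among the 1682, and independent lists would share 0.0, so that these lists are too short for a comparison. With no doublet removal 7 and with no filter on low counts 10 lower genes were shared. All types come from the same 4 mice, so that part of the excess can come from these shared mice. Over all immune cells of 2 aCD20 and 3 isotype mice, 11 of 152 higher genes (7.2%) and 1 of 65 lower genes (1.5%) were shared by 2 or more types.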

While genes upregulated after aCD20 treatment show more consistency across the different cell types, there is more variability observed in downregulated genes between different cell types. Among the genes found to be downregulated in the CSF after aCD20 treatment was *Txnip*, which was downregulated in activated CD4+ T cells, naive CD4+ T cells, Tregs, and NK cells. 

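Txnip, which encodes thioredoxin interacting protein, an inhibitor of thioredoxin and of glucose uptake (chromosome 3 of GRCm38 from 96557957 to 96561883, ENSMUSG00000038393), fell in CSF naive CD4+ T cells. Its mean was 402.7 ± 9.81 CPM (SD, n = 2 mice) after isotype and 153.8 ± 66.2 CPM (SD, n = 2 mice) after aCD20, a log2 fold change of -1.37 (SE 0.40, adjusted p = 0.00878 from edgeR's quasi-likelihood test). Txnip was at -1.22 over all immune cells in activated CD4+ T cells, -1.31 in Tregs and -0.66 in NK cells and did not pass (adjusted p = 0.41, 0.35 and 0.827, edgeR). Naive CD4+ T cells of isotype mouse 1 had 149.7 CPM there, inside the range of the aCD20 mice (177.7 and 124.6 CPM). Txnip was among the 10 genes that fell in CSF naive CD4+ T cells. Sell, which encodes L-selectin, the lymph node homing receptor of naive T cells, fell from 136.9 to 38.9 CPM (-1.67, SE 0.52, adjusted p = 0.0153). The call of Txnip was lost with DESeq2 (-1.37), with all genes tested (-1.31), and without isotype mouse 3 (-1.30), aCD20 mouse 1 (-1.84) or aCD20 mouse 2 (-0.91). Txnip turned to 0.39 and Sell to 0.60 with the excluded mouse and the ID letter in the model, and neither passed.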

The *Txnip* gene has been investigated for its role in inflammatory activation and its implication in neurodegenerative disorders (34). 

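Gzma encodes granzyme A, a serine protease of cytotoxic granules (chromosome 13 of GRCm38 from 113093825 to 113100981, ENSMUSG00000023132). In CSF NK and NKT cells it was at 10025 CPM in isotype mouse 3 (101 cells), 1249 CPM in aCD20 mouse 1 (55 cells) and 655.7 CPM in aCD20 mouse 2 (44 cells). Isotype mouse 2 had fewer than 10 such cells, so that no test was made. Its mean in NK and NKT cells was 5558 ± 5520 CPM (SD, n = 3 mice) after isotype and 1137 ± 611 CPM (SD, n = 2 mice) after aCD20, a log2 fold change of -2.31 (SE 0.72), which did not pass (adjusted p = 0.246 from edgeR's quasi-likelihood test). Without each mouse in turn the value lay between -2.99 and -1.17 (without isotype mouse 3), and it passed only without isotype mouse 1 (-2.75). It also passed with no filter on low counts (-2.42). Compartment and mouse could not be separated, since no mouse had 10 NK cells in both. In mELT, NK cells of isotype mouse 1 had 817.9 CPM (18 cells) and those of isotype mouse 2 had 2890 CPM (61 cells).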

In NK cells, the *Gzma* gene is downregulated in CSF from aCD20 treated mice. The *Gzma* gene, also known as Granzyme A, encodes a serine protease enzyme that is primarily found in the granules of cytotoxic T lymphocytes (CTLs) and NK cells. *Gzma* has been associated with immune activation and promotion of inflammation (35). A downregulated gene in macrophages is the *Ccl8* (C-C Motif Chemokine Ligand 8) gene. 

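Ccl8 encodes a monocyte chemoattractant (chromosome 11 of GRCm38 from 82115185 to 82116799, ENSMUSG00000009185). In CSF macrophages its mean was 1482 ± 2100 CPM (SD, n = 2 mice) after isotype and 270.2 ± 48.8 CPM (SD, n = 2 mice) after aCD20. The log2 fold change was -2.62 (SE 0.48, adjusted p = 8.36e-06 from edgeR's quasi-likelihood test), but the value rests on isotype mouse 3, which was at 2860 CPM. In isotype mouse 2 no Ccl8 was counted in 20 macrophages, for which the upper exact 95% Poisson limit is 188.7 CPM, less than in aCD20 mice 1 and 2 (200.1 and 231 CPM by counts). The sign turned without isotype mouse 3. The groups did not overlap over all immune cells, with 5560, 1616 and 2969 CPM in isotype mice 1, 2 and 3 and 159.3 and 177.3 CPM in the aCD20 mice. The excluded aCD20 mouse was at 4731 CPM. Genes of border macrophages, the macrophages of meninges and perivascular spaces, fell with it. Of 8 tested in CSF macrophages 4 fell and none rose (4 when adjusted over the list alone; camera adjusted p = 2.17e-09, and 0.764 with an estimated correlation).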

*Ccl8* has been linked to a severe disease course in MS (36). Furthermore, *Ccl8* is also known for its role in the induction of inflammation and is highly expressed in tumor-associated macrophages (37).

Although some of the top downregulated genes seemed to be related to inflammation and some of the top upregulated genes are related to regulation of inflammation, overall, gene expression analyses comparing CSF immune cells of B cell depleted and non-depleted mice did not show a uniform pro- or anti-inflammatory pattern.

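Genes of inflammation went both ways in CSF macrophages after aCD20. Beside the proinflammatory list given with Ccl3, of 12 anti-inflammatory genes 4 rose and 3 fell (6 and 4 when adjusted over the list alone; median log2 fold change 0.80, mean -0.15, camera direction lower with an adjusted p of 0.879). Genes induced by interferon fell in part, 1 of 15 type I interferon genes and 3 of 19 interferon gamma genes, and none rose (1 and 6 fell and 0 and 1 rose when adjusted over the list alone). Camera gave an adjusted p of 0.00116 and 0.0184, and 0.767 for both with an estimated correlation. Genes of disease-associated microglia, a state of phagocytic microglia with Trem2, Apoe and Cst7, rose in 7 of 15 cases and fell in none (8 when adjusted over the list alone; camera adjusted p = 3.18e-12, and 0.764 with an estimated correlation). In naive CD4+ T cells 2 of 7 anti-inflammatory genes rose (3 when adjusted over the list alone; camera adjusted p = 0.0641), and of 5 interferon gamma genes 2 fell (3 when adjusted over the list alone; camera adjusted p = 0.071). No gene list passed in CSF with an estimated correlation or with fry, against 32 of 77 tests with camera's preset correlation. Fits of 2 mice against 2 leave too few residual degrees of freedom to estimate a correlation between genes well. That no list passed with these alternatives therefore decides little about a list. From the differentially expressed genes the paper concludes that there was no uniform pro- or anti-inflammatory pattern.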

### The majority of differentially expressed genes were downregulated in mELT compared to CSF

Secondly, we compared the gene expression profiles of immune cells in mELT with CSF in control treated, B cell competent EAE mice. 

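For mELT against CSF, counts were summed per mouse, compartment and cell type and compared with edgeR with the mouse as a block, since both compartments of a mouse were in 1 library. Isotype mice 2 and 3 had both compartments, and naive CD4+ T cells and B cells reached 10 cells in all 4 sums. Naive CD4+ T cells were summed over 26 CSF and 1511 mELT cells of isotype mouse 2 (22787 and 1765569 UMIs) and over 539 and 18 cells of isotype mouse 3 (1164406 and 66461 UMIs). B cells were summed over 30 and 2103 cells (26411 and 3143731 UMIs) and over 1080 and 69 cells (1979318 and 298957 UMIs). In each mouse 1 compartment was thus a small sum, the CSF in isotype mouse 2 and the mELT in isotype mouse 3. In both types and both mice the cells labelled mELT held more UMIs per cell. On simulated counts with genes changed by 2 on the log2 scale, this design recovered 7.8% of them in B cells and 1.2% in naive CD4+ T cells. With the reported labels and cell types, macrophages, NK cells and activated CD4+ T cells had fewer than 10 cells in a sum and could not be compared in this way.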

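Few genes differed between mELT and CSF in the control treated mice. In naive CD4+ T cells H2-Ab1 and H2-Aa, which encode the beta and alpha chain of the MHC class II molecule I-A, were higher in mELT, and no other gene of 4488 tested passed (edgeR's quasi-likelihood test, 12 higher and 0 lower at an unadjusted p under 0.05). H2-Ab1 (chromosome 17 of GRCm38 from 34257689 to 34269419, ENSMUSG00000073421) was at 31.4 ± 6.83 CPM in CSF and 349.4 ± 11.9 CPM in mELT (SD, n = 2 mice), a log2 fold change of 3.65 (SE 0.79, adjusted p = 0.0169). The CSF level of H2-Ab1 in isotype mouse 2 is near the lowest that its small sum can show, so that the SD in CSF says little. H2-Aa (34282744 to 34287823, ENSMUSG00000036594) had 3.02 (SE 0.68, adjusted p = 0.0199). In B cells 1 of 6520 genes passed, the immunoglobulin gene Igkv12-98, which was lower in mELT (-5.54, SE 1.15, adjusted p = 0.00884; 33 genes higher and 15 lower at an unadjusted p under 0.05). DESeq2 called 1 higher gene in naive CD4+ T cells and 1 lower gene in B cells. No gene of naive CD4+ T cells passed with no filter on low counts (edgeR, 138 higher and 48 lower at an unadjusted p under 0.05), no batch correction (3 and 0), no upper limit on genes or counts (3 and 1) or no doublet removal (7 and 2). Without the block for the mouse 13 genes were higher in naive CD4+ T cells, and 1 was higher and 1 lower in B cells. With the low recovery of simulated changes, these counts do not show that other genes were equal.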

In mELT compared to CSF, overall, more genes were downregulated than upregulated (**Figures 7**, **8**). A full list of significant genes is in **Supplementary Table 2**.

**Figure 7:**
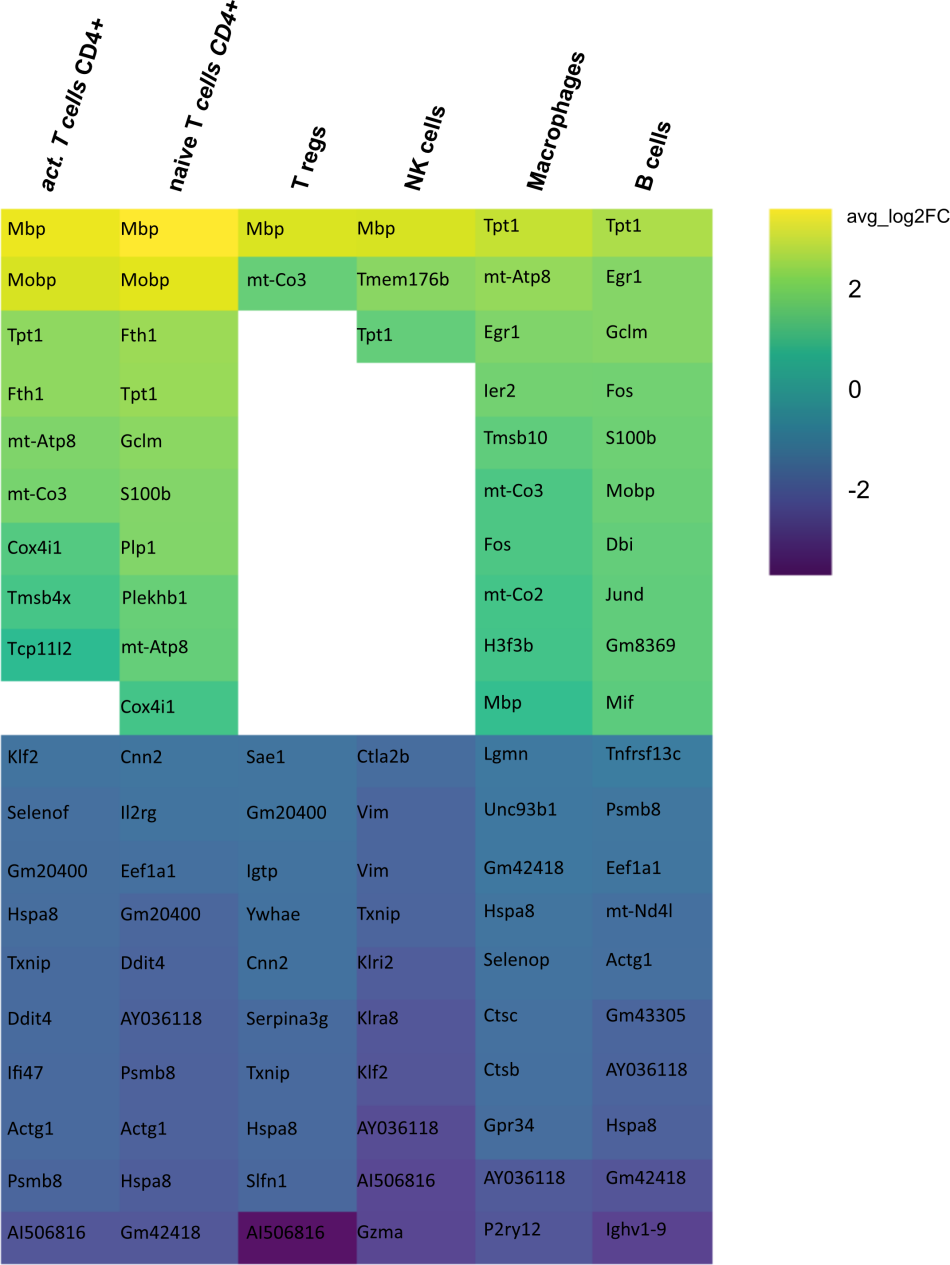
Heatmap representing differentially expressed genes (DEGs) between mELT from control treated and CSF from control treated mice for each cell type. Gene analysis was conducted only for cell counts >50. Thus, not all cell types are shown. The top 10 up- and downregulated genes in mELT from control treated mice when compared to CSF from control treated mice are shown. Genes were ranked according to average log2 fold-change (avg_log 2FC). Positive avg_log 2FC represent upregulated genes in mELT from control treated mice (green), negative values correspond to downregulated genes (blue).

**Figure 8:**
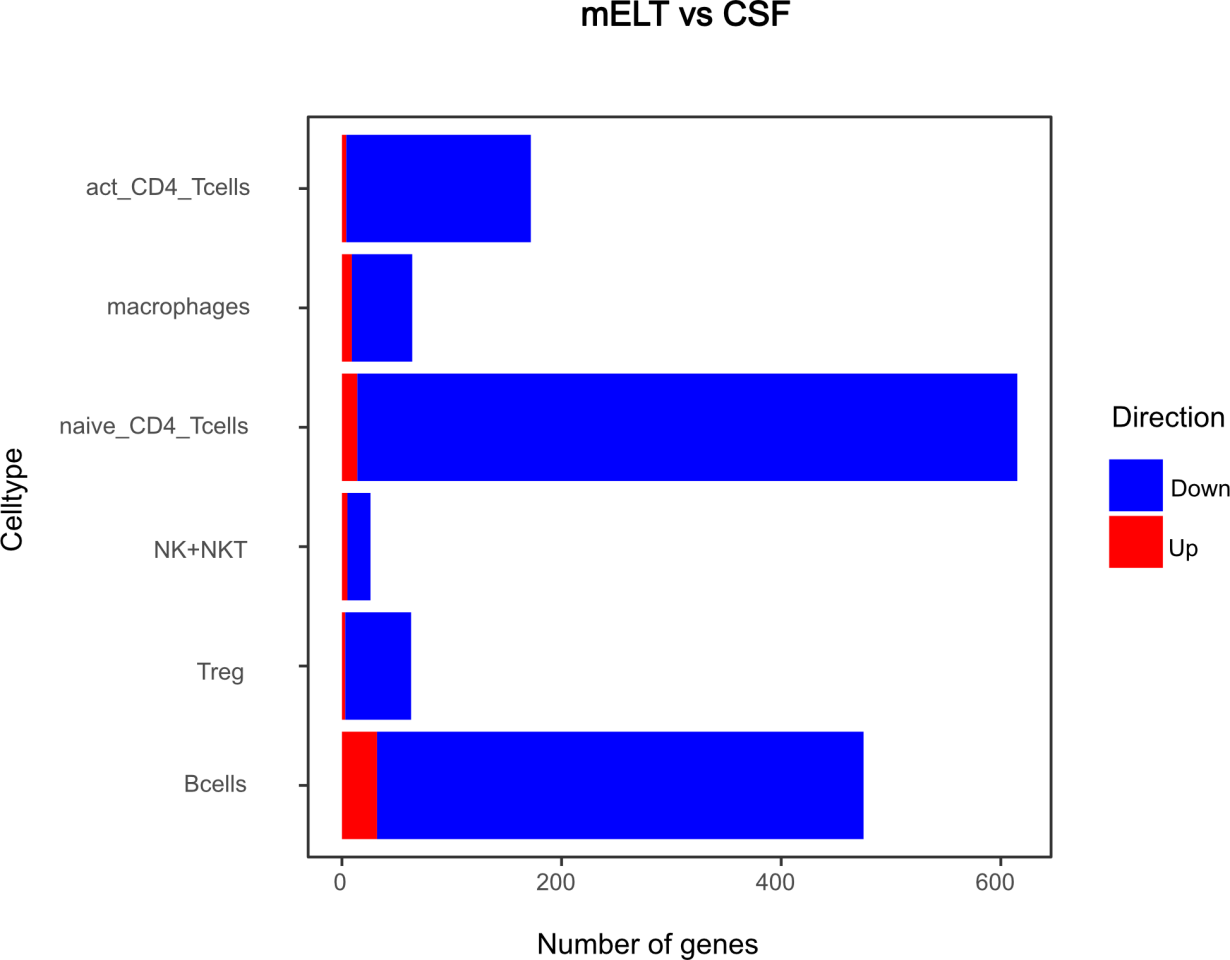
Number of genes that exhibit upregulation or downregulation in mELT in comparison to their expression levels in CSF.

However, there was an overlap between the top 10 upregulated genes when comparing mELT versus CSF in the control treatment condition (**Figure 7**) with CSF in aCD20 treatment versus CSF in control treatment (**Figure 5**). 

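In mELT against CSF of the control treated mice, genes of myelin had positive log2 fold changes in B cells that did not pass the test for single genes. Mbp was at 1735 ± 361 CPM in CSF and 3127 ± 708 CPM in mELT (SD, n = 2 mice), a log2 fold change of 0.85 (SE 0.44). Mobp (chromosome 9 of GRCm38 from 120149707 to 120181484, ENSMUSG00000032517) was at 291.1 ± 48.6 and 543 ± 38.6 CPM (0.97, SE 0.45), and Plp1 (chromosome X, 136822671 to 136839733, ENSMUSG00000031425) at 134.4 ± 22.7 and 265.5 ± 7.91 CPM (0.91, SE 0.49). Fth1 had 0.52 (SE 0.43) and Tpt1, a translationally controlled protein (chromosome 14, 75845093 to 75848525, ENSMUSG00000060126), 0.65 (SE 0.42). For naive CD4+ T cells Mbp, Mobp, Plp1, Fth1 and Tpt1 were at 0.14, 0.22, 0.24, 0.16 and 0.37, all smaller than their SE (0.58, 0.67, 0.83, 0.57 and 0.57). All of these adjusted p were 1.0 (edgeR). Of 10 myelin genes in B cells 8 had a positive value and none passed, also when adjusted over the list alone (camera adjusted p = 0.000806, and 0.938 with an estimated correlation). With HTODemux labels the sign of Mbp, Mobp and Plp1 in B cells turned (-0.15, -0.16 and -0.10). In CSF after aCD20 against isotype the same genes rose, Tpt1 by 3.97 in macrophages and 3.28 in naive CD4+ T cells on the log2 scale. Tpt1 shares 41.4% of its 61-base transcript words with other genes.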

Among the top 10 upregulated genes were once again *Mbp*, *Mobp*, *Fth1*, and *Tpt1*. These genes have been consistently associated with crucial biological processes, including myelin formation (*Mbp*, *Mobp*), iron homeostasis (*Fth1*), and cellular stress response (*Tpt1*). The expression of *Mbp*, *Mobp* and *Plp1*, which is also among the top 10 upregulated genes in the naïve CD4+ T cell dataset, could possibly represent myelin contamination in mELT. In B cells, the expression of immediate early genes (IEGs) such as *Egr1*, *Jund*, and *Fos*, which are rapidly induced in response to antigen receptor or cytokine stimulation (38), exhibited higher levels of expression in mELT compared to CSF. 

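Egr1, Jund and Fos, transcription factors that are induced within minutes of antigen receptor or cytokine signals, had positive log2 fold changes in B cells of mELT against CSF, each smaller than its SE. Egr1 (chromosome 18 of GRCm38 from 34859823 to 34864984, ENSMUSG00000038418) was at a mean of 125.2 CPM in CSF and 187.1 CPM in mELT (n = 2 mice; 0.48, SE 0.51). Jund (chromosome 8, 70698949 to 70700616, ENSMUSG00000071076) was at 124.9 and 150.1 CPM (0.39, SE 0.51), and Fos (chromosome 12, 85473890 to 85477273, ENSMUSG00000021250) at 268.9 ± 122 and 348.7 ± 238 CPM (0.22, SE 0.46). Junb was the largest of them, from 305.1 to 547.7 CPM (0.81, SE 0.47). The adjusted p of each was 1.0 from edgeR's quasi-likelihood test. Of 17 immediate early genes tested in B cells 15 had a positive value and none passed, also when adjusted over the list alone (camera adjusted p = 0.0663). The sign of Fos turned with hashtag values taken within each library (-0.17).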

Interestingly, we found IEG also to be higher expressed in mELT compared to lymph nodes and spleen in our previous study (11). It is noteworthy that one of the most upregulated genes in B cells was *Fos*. Previous studies have associated *Fos* with MS (39).

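Klf2 encodes a transcription factor that keeps T cells quiescent and able to recirculate (chromosome 8 of GRCm38 from 72319033 to 72321656, ENSMUSG00000055148). Among naive CD4+ T cells there were 137.5 ± 10.5 CPM of it in CSF and 82.9 ± 29.2 CPM in mELT of the control treated mice (SD, n = 2 mice), a log2 fold change of -0.77 (SE 0.81), smaller than its SE. In B cells it was at 305.9 and 415.4 CPM, a log2 fold change of 0.43 (SE 0.46). Both adjusted p were 1.0 from edgeR's quasi-likelihood test. Klf2 was not tested in activated CD4+ T cells and NK cells, which had fewer than 10 cells in 1 compartment of a mouse. In B cells the sign turned with HTODemux labels (-0.73).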

The majority of genes was downregulated in mELT compared to CSF, including the *Klf2* gene, also referred to as Krüppel-like factor 2, downregulated in activated CD4+ T cells and NK cells, naïve CD4+ T cells and B cells. *Klf2* is recognized as a negative regulator of EAE-induced neuroinflammation through the inhibition of pro-inflammatory factors. It has been demonstrated that the absence of *Klf2* exacerbates neurological dysfunction and neuroinflammation (40). Furthermore, in mELT of control-treated mice, there were additional downregulated genes that seem noteworthy - *Hspa8* (all cell types), and *Gzma* (NK cells). 

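Hspa8, which encodes the constitutive Hsp70 chaperone (chromosome 9 of GRCm38 from 40800984 to 40810087, ENSMUSG00000015656), did not pass between the compartments. It was at 904.2 ± 986 CPM (SD) in CSF and 918.7 ± 600 CPM in mELT in B cells (log2 fold change 0.25, SE 0.45), and at 1266 ± 1070 and 1270 ± 844 CPM in naive CD4+ T cells (0.10, SE 0.59; n = 2 mice, adjusted p = 1.0 for both from edgeR's quasi-likelihood test). Without the block for the mouse the sign turned (-0.15 and -0.14). Hspa8 shares 47.0% of its 61-base transcript words with other genes. For Gzma in NK cells no mouse had 10 cells in both compartments of the control treated mice, and the values per mouse are those given with the aCD20 comparison.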

G*zma* has been introduced above. *Hspa8* belongs to the *Hsp70* family of chaperones and exhibits a protective potential in neurodegenerative diseases (41). Additionally, *Hsp70* serves as a marker for inflammatory processes in MS. It has been demonstrated that patients with MS have an elevated level of *Hsp70* in their serum. Specifically, clinically isolated syndrome and relapsing-remitting MS are associated with higher serum concentrations of *Hsp70* compared to progressive MS (42).

In summary, gene downregulation outweighed upregulation in control treated mELT compared to CSF – a finding that remains difficult to interpret.

### Pathway enrichment analysis suggests that B cell depletion from CSF has little effect on immune-related pathways in remaining cells

Pathway enrichment analysis was used to identify differentially regulated pathways among differentially expressed genes (both up and downregulated) from 1) the CSF in the aCD20 vs. control treated conditions and 2) B cell competent immune cells between mELT and CSF.

For the first analysis, the top 5 pathways per cell type are shown in **Figure 9**. 

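Lists of T cell activation, antigen presentation and cytokine genes, fixed before the data were examined, were compared between aCD20 and isotype CSF. In naive CD4+ T cells 2 of 10 T cell activation genes rose and none fell (2 when adjusted over the list alone; camera adjusted p = 0.179). Of 15 genes of T cell quiescence 3 fell and none rose (6 fell and 3 rose when adjusted over the list alone), with Ccr7, Btg1, Tcf7 and Lef1 as the most abundant members (camera adjusted p = 0.0201, and 0.767 with an estimated correlation). Of 19 genes of T cell receptor signalling none passed (camera adjusted p = 0.0378, lower, and 0.767 with an estimated correlation). In macrophages 2 of 12 MHC class II genes fell and none rose, and of 16 MHC class I genes 1 rose (camera adjusted p = 0.00112 and 0.44, and 0.767 for class II with an estimated correlation). In B cells none of 10 MHC class II genes passed, also when adjusted over the list alone (camera adjusted p = 0.0928).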

The most relevant seem to be T cell activation (in naïve T cells), antigen processing and presentation of exogenous peptide antigen and cytokine signaling in immune system (both macrophages). Moreover, oxidative phosphorylation, which is known to be important for many immune cell functions (32), was among the top pathways for all cell types. Yet, the majority of regulated pathways seem not to be primarily linked to inflammation. 

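Genes of the respiratory chain rose in part in CSF cells after aCD20, and none fell. In macrophages 2 of 36 nuclear-encoded complex I genes, 2 of 9 complex III genes, 1 of 16 ATP synthase genes and 3 of 13 mitochondrially encoded genes rose (2 for complex I and 8 for the mitochondrially encoded genes when adjusted over the list alone). Camera gave adjusted p of 0.0197, 0.0354, 0.0759 and 7.59e-06 for these lists, and for the cytochrome c oxidase subunits described above 3.13e-06. With an estimated correlation the adjusted p was 0.770, 0.767 and 0.764 for complex I, complex III and the mitochondrially encoded genes and 0.767 for cytochrome c oxidase. In naive CD4+ T cells 1 of 33 complex I genes, 2 of 9 complex III genes, 1 of 16 ATP synthase genes and 2 of 13 mitochondrially encoded genes rose (camera adjusted p = 0.879, 0.628, 0.994 and 0.0168), so that the mitochondrially encoded genes and cytochrome c oxidase (camera adjusted p = 0.0294) were the lists that passed there. With an estimated correlation neither passed (adjusted p = 0.767 for each). Of 15 glycolysis genes in macrophages none passed (camera adjusted p = 0.0806). The share of barcodes over the mitochondrial limit also moved with the groups, as given with the quality filter.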

Overall, this analysis suggests that the absence of B cells in the CSF does not significantly change the inflammatory state of the remaining immune cells, whereas the phenotype (cell type composition) is clearly different.

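Of the immune gene lists in CSF none passed with an estimated correlation, which 2 mice against 2 are too few to estimate well. In macrophages 2 of 19 lysosome genes rose when adjusted over the list alone (1 over all genes; camera adjusted p = 0.0122, and 0.767 with an estimated correlation). In cells named B cells 6 of 11 lysosome genes rose (8 when adjusted over the list alone; camera adjusted p = 1.62e-05, and 0.764 with an estimated correlation), together with 7 of 7 genes of disease-associated microglia (camera adjusted p = 1.15e-11, and 0.764 with an estimated correlation), among them the receptor gene Trem2 (log2 fold change 6.10, SE 0.71). With or without a CSF label, a BCR contig was found in 34 of 56 such cells of aCD20 mouse 1 and in 0 of 34 of aCD20 mouse 2. Of 17 B cell activation genes tested in macrophages 2 rose and 1 fell, and of 11 in naive CD4+ T cells 2 rose and none fell (4 and 3, and 5 and 0 when adjusted over the list alone; camera adjusted p = 0.24 and 0.0928). From the enriched pathways, the paper proposes that the absence of B cells in the CSF changed the composition of the cells but not the inflammatory state of those that remained.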

**Figure 9:**
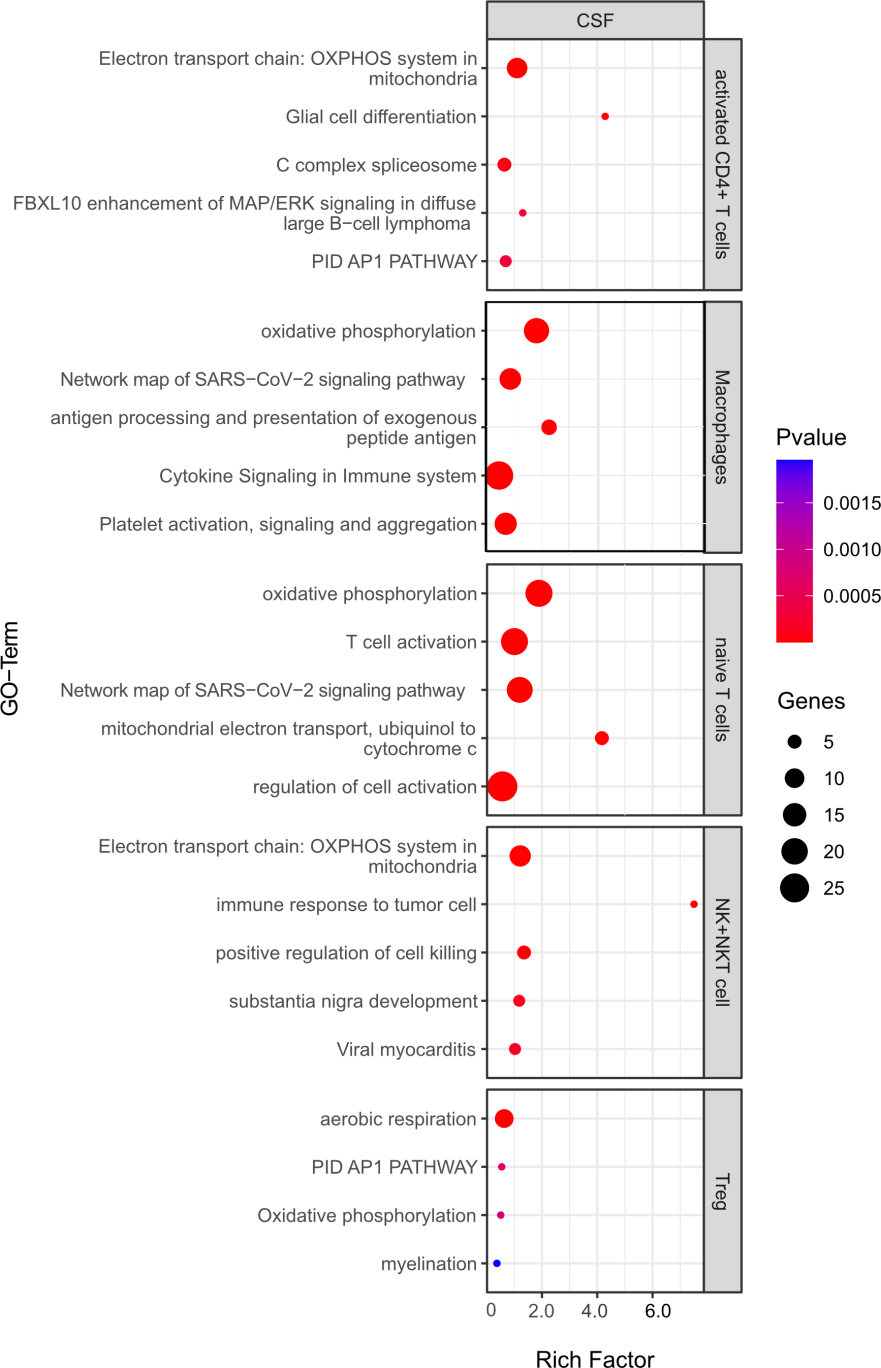
Functional enrichment analysis for genes differentially expressed between CSF from aCD20 treated mice and CSF from control treated mice using Metascape. The top 5 GO-terms are shown (For Tregs, only four pathways were significant). For similar gene ontology (GO) terms, only the top-ranked GO term was shown. The dot size reflects the number of genes enriched in the GO term and its color the corresponding statistical significance (p-value). Rich factor is the ratio of differentially expressed gene numbers annotated in this GO-term to all gene numbers annotated in this GO term.

Comparing B cell competent immune cells between mELT and CSF (**Figure 10**), we found an enrichment of relevant immune-related pathways, for example response to cytokine stimulus/signaling in activated CD4+ T cells, adaptive immune system response in B cells and naïve CD4+ T cells, and activation, cell-cell recognition and TCR signaling in naïve T cells.

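In mELT against CSF of the control treated mice, the MHC class II list moved most in naive CD4+ T cells. All 9 of its genes tested had a positive log2 fold change (median 2.48), 2 passed over all genes and 6 when adjusted over the list alone (camera adjusted p = 3.22e-24, and 0.938 with an estimated correlation). Such genes are abundant in B cells and DC, and the B cell list moved with it in the same cells, with 5 of 5 genes positive (camera adjusted p = 0.0504). Cells labelled mELT also held more UMIs per cell, as given with the sums. In B cells 15 of 15 genes of T cell receptor signalling were positive (median 1.02, camera adjusted p = 1.28e-07, and 0.938 with an estimated correlation), and none passed as a single gene. Of 13 T cell activation genes in naive CD4+ T cells 10 were positive and none passed (camera adjusted p = 0.0663), and of 18 B cell activation genes in B cells none passed (camera adjusted p = 0.346). Ribosomal protein genes were positive in 77 of 79 cases in B cells and 78 of 79 in naive CD4+ T cells (camera adjusted p = 6.51e-15 and 1.01e-07). Of 61 tests of a list 6 passed with camera's preset correlation, and 0 passed with an estimated correlation or with fry. Fits of 2 pairs leave too few residual degrees of freedom for these alternatives to decide about a list. The paper states an enrichment of immune-related pathways between the compartments.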

**Figure 10:**
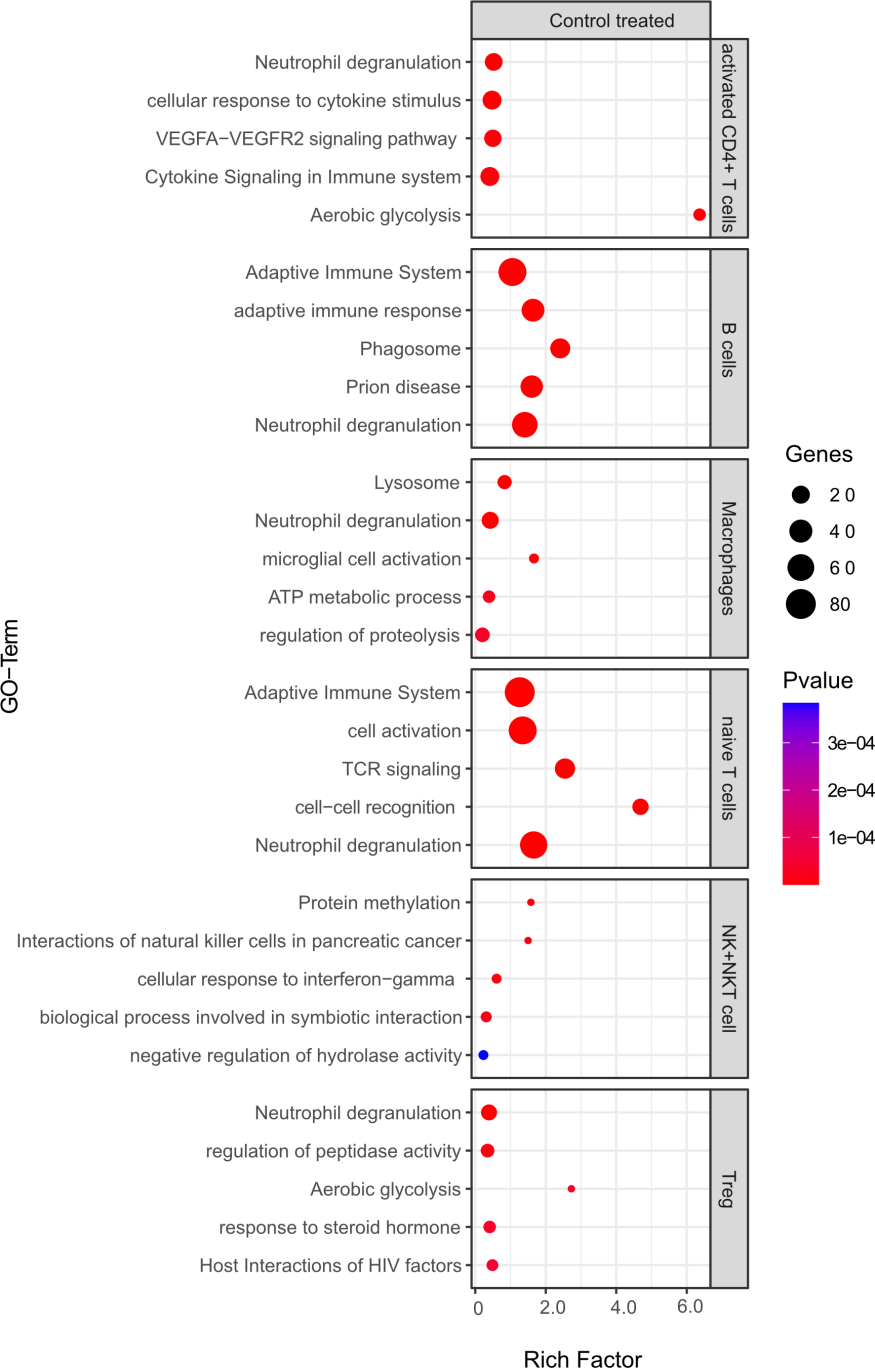
Functional enrichment analysis for genes differentially expressed between mELT from control treated mice and CSF from control treated mice using Metascape. The top 5 GO-terms are shown. For similar gene ontology (GO) terms, only the top-ranked GO term was shown. The dot size reflects the number of genes enriched in the GO term and its color the corresponding statistical significance (p-value). Rich factor is the ratio of differentially expressed gene numbers annotated in this GO term to all gene numbers annotated in this GO term.

## Discussion

Based on our previously published observation, that aCD20 mAbs efficiently deplete B cells from mELT in spontaneous EAE but do not prevent or inhibit mELT formation, we set out to compare mELT that contained B cells with mELT in which B cells were depleted by single cell RNA sequencing. Unfortunately, due to unresolved technical challenges, we were unable to obtain, process and analyze enough cells from mELT in aCD20 mAbs treated mice to generate meaningful results in this condition. However, sufficient data could be obtained from control treated (B cell competent) mELT and from the CSF of aCD20 mAbs treated and control treated mice. Thus, we addressed our second objective first: whether the CSF and mELT compartment are related. Our data suggest that the immune cell composition, and to some degree gene expression profile, in the CSF mirrors that in mELT in B cell competent spontaneous EAE mice. Both, CSF and mELT, are predominated by B and CD4+ T lymphocytes. While other studies have highlighted certain aspects of the cellular composition of mELT, mostly based on morphological and immunohistochemical features (6, 16), our previous study has established mELT as a tertiary lymphoid organ closely resembling secondary lymphoid organs (11). Our current report is the first to study murine CSF in EAE by single cell RNA sequencing and comparing it with mELT. The cellular composition and immune phenotype of CSF cells in MS patients and healthy individuals has been studied quite intensively. While the CSF of healthy individuals contains < 5 leukocytes per µl, which are predominantly CD4+ T lymphocytes and fewer monocytes (43), CSF in MS patients may feature mild pleocytosis and a substantial increase in B cells (44). The cellular composition of murine CSF has not been described, to our knowledge. Our data suggests that CSF cells may serve as a surrogate for mELT in our model.

Analyzing the effects of aCD20 mAbs on the CSF compartment revealed, as expected, near complete depletion of B cells. We have previously demonstrated virtually complete B cell depletion from mELT by aCD20 mAbs in the same model using immunohistochemistry (16). Another study demonstrated that aCD20 mAbs could deplete B cells from the meninges, in a model that does not feature mELT (45). Interestingly, we observed a concomitant decrease of naïve CD4+ T cells in the absence of B cells in the CSF. It seems possible that a fraction of CSF T cells, that expressed CD20 on their cell surface, may directly be depleted by aCD20 mAbs (46). Monocytes, plasma cells and granulocytes were also decreased. In contrast, macrophages were markedly increased. This increase exceeded a mere relative, compensatory increase of other cell types in the absence of B cells but seems to be a distinct finding. 

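The macrophage share was also higher after aCD20 when B and plasma cells were left out of the total. Among the other immune cells of CSF macrophages were 65.2% ± 4.6 (SD, n = 2 mice) after aCD20 and 22.3% ± 4.7 (SD, n = 2 mice) after isotype (two-sided exact permutation test, p = 0.333, the smallest p that 2 mice against 2 allow). Over both compartments and unlabelled cells they were 60.3% and 58.7% in aCD20 mice 1 and 2, and 24.4%, 13.2% and 14.0% in isotype mice 1, 2 and 3 (59.5% ± 1.1 against 17.2% ± 6.2; exact permutation test, p = 0.1, the smallest p that 2 mice against 3 allow). The excluded aCD20 mouse, whose B cells were not depleted, had 15.7%. Shares give no absolute numbers of cells. From the increase beyond a relative one the paper proposes that the macrophages are a distinct finding.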

Our previous study has suggested that macrophages in mELT may stimulate the recruitment of other immune cells to the inflamed CNS (11). We speculate that similar mechanisms may apply to the CSF. Peripheral blood CD11b+ monocytes/macrophages in B cell depleted patients have a more pro-inflammatory phenotype compared to B cell competent patients (47). Possibly, this altered phenotype favors accumulation of those myeloid cells in the CSF. In line with our data, studies have demonstrated that B cell depletion by aCD20 mAbs like rituximab and ocrelizumab in MS patients led to a strong reduction of CSF B cells and, to a lesser degree, T cells (48–50). To our knowledge, no data regarding CSF macrophages in B cell depleted CSF has been published.

Gene expression and pathway enrichment analyses comparing B cell competent mELT with CSF immune cells on the one hand and aCD20 mAbs versus control treated CSF on the other hand did not reveal striking differences with regard to immune cell phenotypes. Despite minor variations, no overarching theme directing any of the conditions in a specific way, either pro- or anti-inflammatory, could be identified. Given the remarkable efficacy of B cell depleting mAbs in treatment of MS, one could have expected a less inflammatory profile in B cell depleted CSF. This may be a limitation of the model we used, as it does not respond to aCD20 mAbs clinically.

This study faced other challenges and limitations. We discussed above how we were unable to obtain sufficient cells from B cell depleted mELT. We did not expect this challenge, since we knew from our previous study that mELT forms under B cell depleted conditions. However, B cell depleted mELT is less dense and structured. Thus, we speculate that this may have caused our difficulties in dissecting enough cells. Another major limitation was that we had to exclude one mouse from the aCD20 treated group due to insufficient B cell depletion after aCD20 mAbs treatment, and CSF cells could not be obtained from one control treated mouse. This prevented statistical analyses. For cost reasons, this study was planned with 3 mice per group, which is also a limitation to the study. Another limitation of our study is that we isolated immune cells from the entire meninges. Therefore, it is possible that, next to immune cells from mELT, our mELT samples may also contain immune cells present in the meningeal compartment outside of mELT.

In summary, one major finding of our study was that the immune cells in the CSF closely resemble those in mELT in 2D2xTh EAE mice. This included particularly the cellular composition and, to some degree, gene expression profiles. Given the relatively easy accessibility of CSF in MS patients, it would be helpful to be able to use CSF as a surrogate for mELT in MS. Future studies will have to verify this finding in humans. Another major finding was the increase of macrophages in the CSF that we observed when B cells were depleted. This also needs to be investigated in CSF of aCD20 mAb treated MS patients. While PIRA remains a challenge in the B cell depletion treatment era in MS, understanding the essential mechanisms of smoldering CNS inflammation, including in mELT and the CSF, is of great importance. It remains to be seen if Bruton’s tyrosine kinase (BTK) inhibitors or other novel agents will be able to stop smoldering inflammation in the CNS, e.g. by inhibiting the formation of mELT.

## Data availability statement

The names of the repository/repositories and accession number(s) can be found below: GEO repository, https://www.ncbi.nlm.nih.gov/geo/, GSE181506.

## Ethics statement

The animal study was approved by standing committee for experimentation with laboratory animals of the administration of Upper Bavaria (ROB-55.2-2532.Vet_02-16-100). The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

TG: Conceptualization, Data curation, Formal analysis, Validation, Writing – original draft, Investigation, Visualization. JD: Data curation, Formal analysis, Investigation, Validation, Visualization, Supervision, Writing – review & editing. VF: Formal analysis, Investigation, Supervision, Validation, Writing – review & editing, Conceptualization. GL: Formal analysis, Writing – review & editing, Data curation, Software, Visualization. RB: Formal analysis, Writing – review & editing, Investigation. KL-H: Formal analysis, Writing – review & editing, Conceptualization, Data curation, Funding acquisition, Resources, Supervision, Validation, Writing – original draft.

How the deposited data were processed for this re-analysis (not part of the article)

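The authors deposited raw gene counts (UMIs) per barcode, hashtag counts and assembled BCR contigs. Per the submitters' processing notes, the counts were made with Cell Ranger 5.0.1 on mm10 (GRCm38). The deposited values were whole numbers.
Barcodes were kept with more than 200 and fewer than 2000 genes, more than 100 and fewer than 10000 counts, and less than 5% mitochondrial and hemoglobin counts, as the paper states. Cells were labelled by a 1.5-fold ratio of the hashtag counts, each divided by its geometric mean over the kept cells of the 5 mice.
Counts were log-normalised to 10000 per cell. Cells were clustered (Leiden, resolution 1.0, 0.5 for sub-clusters other than T cells) on 30 principal components of 2000 variable genes, corrected by library with a Harmony-type method written for this work, since the original package could not be used here. On 1200 simulated cells the correction lowered neighbours from the same batch from 100% to 52.7% and kept 100% of neighbours from the same type.
Cluster names rest on markers fixed beforehand, while resolution, naming rules and the doublet scorer were changed with clusters and Table 2 of the paper in view. Doublets were scored per library against simulated mixtures, at 0.8% per 1000 barcodes.
Counts were summed per mouse, compartment and cell type over at least 10 cells and tested with edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood test, Benjamini-Hochberg, threshold 0.05). DESeq2 1.42.0 was the second tool. Gene lists, also fixed beforehand, were tested with camera of limma 3.58.1 (preset correlation 0.01), with an estimated correlation and with fry. The fits in CSF and between mELT and CSF leave few residual degrees of freedom. The estimated correlation is therefore imprecise there, and both alternatives can miss changes of a whole list. SE of a log2 fold change is its absolute value over the square root of F. Shares were compared by exact permutation tests on mice.
R 4.3.3, Seurat 5.3.0 for HTODemux, Python 3.11.15 and scanpy 1.11.5 were used, with seed 7.
Named genes are every gene the paper names in its results on these comparisons, in the cell types it names it for, and per comparison and cell type up to 5 genes with the largest positive and up to 5 with the largest negative log2 fold change among those that passed and whose groups did not overlap. The paper's values had been seen when this rule was written.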

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

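Chosen after the results had been seen were the tests on raw hashtag counts, on the pooling ratio, on the loss of B cells alone and on tissue carried over, together with the limits used to read the tests of oligodendrocyte RNA, shared sequence, transcript length and microglia genes. Those on the letter of the mouse ID and on oligodendrocyte RNA were prompted by values of single genes.

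Genes higher after aCD20 in CSF were also high in isotype mouse 1, whose ID carries the letter H like both aCD20 mice. This mouse showed 96.2% of the change of the aCD20 mice in macrophages, 85.9% in naive CD4+ T cells and 22.9% in B cells, and the excluded aCD20 mouse with the letter I showed 12.3%, -0.1% and 1.3%. A batch that goes with the letter is therefore a candidate explanation for most of the higher genes of macrophages and naive CD4+ T cells. For B cells the test cannot tell, since neither mouse showed most of the change. The cells named B cells also carried genes of disease-associated microglia such as Trem2 (log2 fold change 6.10). Over all immune cells a BCR contig was found in 0 of 34 of them in aCD20 mouse 2. RNA or cells of another type are therefore not excluded in the cells named B cells. In every type the comparison in CSF holds both aCD20 mice in 1 letter and both isotype mice in the other. The excluded mouse also kept its B cells, so that a response to B cell depletion that isotype mouse 1 shares for another reason stays open. Treatment effects and the letter can be separated in CSF only through the excluded mouse, with 92 CSF immune cells, and that fit called 3 higher and 10 lower genes in macrophages. It compares the excluded mouse alone with the isotype mice of the same letter and is no test of the change in the other aCD20 mice.

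Oligodendrocytes made up 10.7% of the cells of aCD20 mouse 1 and 19.5% of aCD20 mouse 2, above the highest isotype mouse (10.5%, isotype mouse 1), in cells that the paper removed before its analysis. RNA set free from them may raise myelin genes in other cells. Of the higher genes, 52.8% in naive CD4+ T cells had more CPM in oligodendrocytes of the aCD20 mice (604 cells) than in that type. This held for 44.5% of all genes tested (Fisher's exact test, p = 0.0212, unadjusted over 3 types), which fits such a source for part of the higher genes. The test takes genes as independent. Both aCD20 mice carry the letter H, so that it was no test of the letter. In macrophages (61.7% against 60.6%) and B cells (34.9% against 25.8%) the shares left it open. Pfn1 in macrophages was at 1433 CPM in isotype mouse 1 and at 1271 CPM in aCD20 mouse 2, although the oligodendrocyte share of isotype mouse 1 was the lower.

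Macrophages rose after aCD20 by more than the loss of B cells alone gives, since the lowest aCD20 mouse had 58.7% macrophages among cells other than B and plasma cells and the highest isotype mouse 24.4%. The log2 ratio of microglia genes to border macrophage genes was at least 6.4 in the aCD20 mice and at most 5.65 in the isotype mice, since the border macrophage genes fell (299 and 267 CPM against 665 to 1112 CPM). The microglia genes fell as well, to 28696 and 22546 CPM against 33346 to 42940 CPM, so that a larger part of microglia-type cells stays open. Tissue carried over with the sample could bring both microglia and oligodendrocytes. Isotype mouse 1, whose share of oligodendrocytes (10.5%) was near that of aCD20 mouse 1 (10.7%), had 40.4% of its macrophage share, which leaves carry-over open as a part of the cause, beside an effect of the treatment.

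Border macrophage genes in the excluded aCD20 mouse, which the paper did not analyse, were at 2211 CPM in macrophages, against 1112 CPM in the highest isotype mouse. Trem2, a microglial receptor that the paper does not discuss, had a log2 fold change of 6.10 in CSF cells named B cells, against 6.51 CPM after isotype. H2-Ab1, which the paper does not discuss, had a log2 fold change of 3.65 in naive CD4+ T cells of mELT against CSF. CSF had 31.4 CPM, near the lowest level that the small CSF sum of isotype mouse 2 can show. The call of H2-Ab1 was lost with no filter on low counts (3.53), with DESeq2 (3.62) and with the geometric mean taken within each library (0.94). No gene of naive CD4+ T cells passed with no batch correction, no upper limit on genes or counts or no doublet removal (edgeR, 3, 3 and 7 higher at an unadjusted p under 0.05).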

How the results depend on the processing

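Alternatives other than the ratio of log CLR values and the alternatives for cells with a BCR contig were set before the data were examined, and these were chosen after results had been seen. Of 1260 values of named genes under alternatives, 940 kept their direction and their side of the threshold, 257 kept their direction and no longer passed, 5 passed where they had not, and 58 changed sign. Of these 58, 39 came from the CSF fit with the excluded mouse and the ID letter, whose treatment term rests on that mouse alone. Of 390 differences in shares 344 kept their direction. Those of B cells, macrophages and naive CD4+ T cells between aCD20 and isotype kept it under every alternative run. Of 314 counts of changed genes 139 stayed within 1.5 times the reported count. The difference in cells with a BCR contig (-23.14 percentage points) kept its direction in 8 of 8 cases and fell to -8.57 with a heavy and a light chain contig (exact permutation test, p = 0.6) and to -15.58 with the excluded mouse (p = 0.3). The number of kept cells, 17226, went to 17506 with no upper limit on genes or counts and to 21901 with a mitochondrial share under 10%, and the causes were not tested.

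With the geometric mean taken within each library, 17.1% of cells were labelled CSF and 38.8% of cells were labelled mELT. In addition, changed genes in CSF were 144 higher and 9 lower in macrophages. Under it, changed genes between mELT and CSF were 8 higher and 7 lower in B cells and 1 higher and 3 lower in naive CD4+ T cells. Here the difference in share in CSF turned to 1.12 percentage points for NK cells, -0.52 for Tregs and -1.25 for activated CD4+ T cells. There the difference in share between mELT and CSF turned to -0.82 percentage points for DC and 9.54 for naive CD4+ T cells. Further, the sign between mELT and CSF turned for Fos -0.17 and Hspa8 -0.13 in B cells and Plp1 -0.42 in naive CD4+ T cells, and the cause was not tested.

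With DESeq2 and its size factors, changed genes over all immune cells were 63 higher and 16 lower in B cells, 1 higher in CD8+ T cells, 7 higher in DC, 30 higher and 38 lower in macrophages, 0 higher in Tregs, 1 lower in activated CD4+ T cells and 1 higher in naive CD4+ T cells. There changed genes in CSF were 6 lower in B cells, 48 higher and 2 lower in macrophages and 25 higher and 0 lower in naive CD4+ T cells. Further, changed genes between mELT and CSF were 1 higher in naive CD4+ T cells. Then 20 genes in CSF were higher in 2 or more types. With that, the sign in CSF turned for Hspa8 0.07 in naive CD4+ T cells, and the cause was not tested.

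With HTODemux labels, 30.5% of cells were labelled CSF and 4.0% of cells were labelled mELT. With that, changed genes in CSF were 5 lower in B cells. In addition, changed genes between mELT and CSF were 0 lower in B cells. Under it, 24 genes in CSF were higher in 2 or more types. Here the difference in share in CSF turned to 0.94 percentage points for CD8+ T cells and 1.92 for NK cells. There the difference in share between mELT and CSF turned to -1.84 percentage points for CD8+ T cells, -0.5 for DC and -3.51 for activated CD4+ T cells. Further, the sign between mELT and CSF turned for Fos -0.00, Klf2 -0.73, Mbp -0.15, Mobp -0.16 and Plp1 -0.10 in B cells, and the cause was not tested.

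With camera and an estimated correlation, 0 lists passed in CSF. Here 0 lists passed over all immune cells. There 0 lists passed between mELT and CSF, and the cause was not tested.

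With fry, 0 lists passed in CSF. Then 0 lists passed over all immune cells. With that, 0 lists passed between mELT and CSF, and the cause was not tested.

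With no batch correction, changed genes over all immune cells were 8 lower in DC, 28 lower in macrophages, 5 higher in NK cells, 0 higher in Tregs and 20 higher and 1 lower in activated CD4+ T cells. Under it, changed genes in CSF were 3 lower in naive CD4+ T cells. Here changed genes between mELT and CSF were 0 higher in naive CD4+ T cells. There 1 genes in CSF were lower in 2 or more types. Further, 2 genes over all immune cells were lower in 2 or more types. Then the difference in share over all immune cells turned to -1.61 percentage points for Tregs. With that, the sign over all immune cells turned for Ctsd -0.19 in DC. In addition, the difference in share in CSF turned to -0.34 percentage points for Tregs, and the cause was not tested.

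With no doublet removal, changed genes over all immune cells were 2 lower in DC, 166 higher and 108 lower in macrophages, 0 higher in Tregs and 40 higher and 1 lower in activated CD4+ T cells. Further, changed genes in CSF were 9 lower in B cells. Then changed genes between mELT and CSF were 0 higher in naive CD4+ T cells. With that, 7 genes in CSF were lower in 2 or more types. In addition, 19 genes over all immune cells were higher in 2 or more types. Under it, 4 genes over all immune cells were lower in 2 or more types. Here the difference in share over all immune cells turned to 0.34 percentage points for monocytes. There the difference in share in CSF turned to 0.28 percentage points for CD8+ T cells. Further, the difference in share between mELT and CSF turned to -0.11 percentage points for CD8+ T cells, and the cause was not tested.

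With no filter on low counts, changed genes over all immune cells were 100 higher and 35 lower in B cells, 14 higher and 1 lower in CD8+ T cells, 95 higher and 15 lower in DC, 221 higher and 113 lower in macrophages, 16 higher and 4 lower in NK cells, 68 higher and 1 lower in Tregs, 141 higher and 11 lower in activated CD4+ T cells and 169 higher and 24 lower in naive CD4+ T cells. In addition, changed genes in CSF were 24 lower in B cells, 158 lower in macrophages and 1 lower in naive CD4+ T cells. Under it, changed genes between mELT and CSF were 0 higher in naive CD4+ T cells. Here 10 genes in CSF were lower in 2 or more types. There 170 genes over all immune cells were higher in 2 or more types. Further, 22 genes over all immune cells were lower in 2 or more types. Then the sign in CSF turned for Hspa8 0.00 in naive CD4+ T cells, and the cause was not tested.

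With no replicate block, changed genes between mELT and CSF were 1 higher in B cells and 13 higher in naive CD4+ T cells. There the sign between mELT and CSF turned for Hspa8 -0.15 in B cells and Hspa8 -0.14 in naive CD4+ T cells, and the cause was not tested.

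With no upper limit on genes or counts, changed genes over all immune cells were 19 higher in B cells, 22 higher and 2 lower in DC, 149 higher in macrophages, 1 higher in NK cells, 0 higher in Tregs and 9 higher in activated CD4+ T cells. With that, changed genes in CSF were 5 lower in naive CD4+ T cells. In addition, changed genes between mELT and CSF were 1 higher in B cells and 0 higher in naive CD4+ T cells. Under it, 68 genes over all immune cells were higher in 2 or more types. Here 17 genes over all immune cells were lower in 2 or more types. There the difference in share over all immune cells turned to 0.42 percentage points for monocytes and -0.02 for Tregs. Further, the difference in share in CSF turned to -0.1 percentage points for Tregs. Then the difference in share between mELT and CSF turned to -0.55 percentage points for CD8+ T cells, and the cause was not tested.

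With the ratio of log CLR values, which was chosen after the data had been seen, 25.7% of cells were labelled CSF and 39.4% of cells were labelled mELT. Here changed genes in CSF were 6 lower in B cells and 104 higher and 1 lower in naive CD4+ T cells. There the difference in share between mELT and CSF turned to -1.18 percentage points for CD8+ T cells, and the cause was not tested.

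On raw hashtag counts, 0.3% of cells were labelled CSF and 99.5% of cells were labelled mELT. Of the mice, isotype mouse 3 (30 kept cells labelled CSF) and aCD20 mouse 2 (25) alone entered the shares below. Then the difference in share in CSF turned to 5.0 percentage points for CD8+ T cells, 11.15 for NK cells and -3.08 for activated CD4+ T cells. With that, the difference in share between mELT and CSF turned to 1.22 percentage points for granulocytes, 7.79 for macrophages, 1.01 for monocytes, 0.35 for plasma cells and -15.78 for activated CD4+ T cells, and the cause was not tested.

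As shares of immune cells other than B and plasma cells, the difference in share over all immune cells turned to -0.86 percentage points for CD8+ T cells, -0.52 for NK cells, -2.35 for Tregs and -4.64 for activated CD4+ T cells. Under it, the difference in share in CSF turned to -0.75 percentage points for Tregs and -0.83 for activated CD4+ T cells. Here the difference in share between mELT and CSF turned to 0.7 percentage points for naive CD4+ T cells, and the cause was not tested.

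With sums of at least 25 cells, changed genes over all immune cells were 144 higher and 8 lower in DC and 79 higher and 7 lower in NK cells. Further, 22 genes in CSF were higher in 2 or more types. Then 82 genes over all immune cells were higher in 2 or more types. With that, 6 genes over all immune cells were lower in 2 or more types, where fewer samples enter.

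With the excluded aCD20 mouse, changed genes over all immune cells were 9 higher and 1 lower in B cells, 0 higher in CD8+ T cells, 0 higher and 0 lower in DC, 0 higher and 0 lower in macrophages, 0 higher in Tregs and 0 higher in activated CD4+ T cells. In addition, changed genes in CSF were 0 higher and 0 lower in B cells and 93 higher and 0 lower in naive CD4+ T cells. Under it, 71 genes in CSF were higher in 2 or more types. Here 0 genes over all immune cells were higher in 2 or more types. There 0 genes over all immune cells were lower in 2 or more types. Further, the difference in share over all immune cells turned to -0.23 percentage points for Tregs. Then the sign over all immune cells turned for Retnla 2.25 in macrophages. With that, the difference in share in CSF turned to 1.04 percentage points for NK cells and -0.41 for Tregs, and the cause was not tested.

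With the excluded aCD20 mouse and the mouse ID letter as a covariate, changed genes over all immune cells were 17 higher and 23 lower in B cells, 0 higher in CD8+ T cells, 0 higher and 0 lower in DC, 0 higher and 0 lower in macrophages, 0 higher in Tregs and 0 higher in activated CD4+ T cells. There changed genes in CSF were 0 higher and 1 lower in B cells, 3 higher and 10 lower in macrophages and 1 higher and 3 lower in naive CD4+ T cells. In CSF the treatment term of this fit compares the excluded mouse alone with the isotype mice of the same letter. Further, 0 genes in CSF were higher in 2 or more types. Then 2 genes in CSF were lower in 2 or more types. With that, 0 genes over all immune cells were higher in 2 or more types. In addition, 0 genes over all immune cells were lower in 2 or more types. Under it, the sign over all immune cells turned for Clec10a 0.15 in macrophages. Here the sign in CSF turned for Fth1 -1.30, Mbp -0.01, Pfn1 -0.12, Junb -1.51, Cox5a -7.80, Cox5b -0.44, Cox8a -2.61, Cox6a1 -1.69, Eif1 -0.55, Eif3f -0.88, Cxcl14 -3.58, Ccrl2 -1.84, Mobp -0.73, Plp1 -0.01, Egr1 -0.05, Fos -0.36, Jund -1.43 and Mgl2 0.19 in macrophages, Fth1 -1.04, Mbp -0.39, Pfn1 -0.53, Junb -2.29, Cox5a -5.40, Cox5b -6.70, Cox8a -9.35, Cox6a1 -7.01, Eif1 -1.83, Eif3f -0.74, Txnip 0.39, Mobp -1.31, Plp1 -7.04, Bola3 -2.37, Mrps24 -3.51, H2afj -4.80, Snrpf -5.01 and Sell 0.60 in naive CD4+ T cells and Trem2 -4.96, Cd63 -4.50 and Apoe -1.71 in B cells, and the cause was not tested.

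Mice were also left out in turn, which leaves fewer samples. Counts ran for genes higher in B cells in CSF from 0 to 42, genes lower in B cells in CSF from 0 to 19, genes higher in macrophages in CSF from 38 to 489, genes lower in macrophages in CSF from 1 to 157, genes higher in naive CD4+ T cells in CSF from 22 to 207, genes lower in naive CD4+ T cells in CSF from 0 to 34, genes higher in B cells over all immune cells from 0 to 166 and genes lower in B cells over all immune cells from 0 to 83. Counts also ran for genes higher in CD8+ T cells over all immune cells from 0 to 80, genes lower in CD8+ T cells over all immune cells from 0 to 4, genes higher in DC over all immune cells from 0 to 144, genes lower in DC over all immune cells from 0 to 8, genes higher in macrophages over all immune cells from 10 to 516, genes lower in macrophages over all immune cells from 33 to 156, genes higher in NK cells over all immune cells from 0 to 79 and genes lower in NK cells over all immune cells from 0 to 7. Counts also ran for genes higher in Tregs over all immune cells from 0 to 163, genes lower in Tregs over all immune cells from 0 to 2, genes higher in activated CD4+ T cells over all immune cells from 0 to 288, genes lower in activated CD4+ T cells over all immune cells from 0 to 11, genes higher in naive CD4+ T cells over all immune cells from 0 to 223, genes lower in naive CD4+ T cells over all immune cells from 0 to 2, genes higher in 2 or more types in CSF from 16 to 150 and genes lower in 2 or more types in CSF from 0 to 15. Counts also ran for genes higher in 2 or more types over all immune cells from 0 to 315 and genes lower in 2 or more types over all immune cells from 0 to 23.

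Without a mouse, values ran for the difference in share of CD8+ T cells in CSF from -1.55 to 1.32 percentage points, the difference in share of NK cells in CSF from -2.45 to 0.54 percentage points, the difference in share of activated CD4+ T cells in CSF from -1.33 to 7.22 percentage points, the difference in share of CD8+ T cells between mELT and CSF from -1.07 to 2.75 percentage points, the difference in share of naive CD4+ T cells between mELT and CSF from -9.79 to 5.82 percentage points, the difference in share of activated CD4+ T cells over all immune cells from -2.09 to 4.81 percentage points, Ccl8 in macrophages in CSF from -3.43 to 11.04 and Egr1 in macrophages in CSF from -0.14 to 1.86. Ranges were also, for Hspa8 in naive CD4+ T cells in CSF from -0.50 to 1.12.

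Small sums limit the tests. The sums of isotype mouse 2 held 20 macrophages, 26 naive CD4+ T cells and 30 B cells in CSF, and in the comparison of mELT and CSF genes changed by 1 on the log2 scale were recovered in 0% of simulations in both types. Leaving out a mouse there leaves 1 pair with no residual degrees of freedom, so that no test can be made. On raw hashtag counts too few cells were labelled CSF for a test of genes. The replicate block for the mouse was replaced by no replicate block, with the counts given above. Where leaving out a mouse leaves 1 in a group, that mouse is assumed to vary like the others.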

Differences from the paper's values

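A value counts as different where it lies more than 1.5 times from the paper's value and outside the larger error, or, for a log2 fold change, outside the larger error or with another sign, and the limits are these. Numbers of cells and of genes have no error here and are judged by the ratio alone, so that small numbers can differ by counting error. Alternatives were set before the data were examined except where said. Cell numbers are compared with Table 2 of the paper, over the labelled cells. Activated CD4+ T cells of aCD20 mELT number 19 in the paper's Table 2 and 12 here, within the limits at 15 with HTODemux labels, 20 with no batch correction, 14 with no doublet removal and 20 with no upper limit on genes or counts and outside them under the other alternatives run. B cells of aCD20 CSF number 27 in the paper's Table 2 and 70 here, within the limits at 22 with no batch correction and outside them under the other alternatives run. B cells of aCD20 mELT number 0 in the paper's Table 2 and 1 here, within the limits at 0 with HTODemux labels, 0 with no batch correction, 0 with no doublet removal, 0 with no upper limit on genes or counts and 0 with the ratio of log CLR values, chosen after the values had been seen and outside them under the other alternatives run. Granulocytes of aCD20 CSF number 1 in the paper's Table 2 and 5 here, outside the limits under every alternative run. Granulocytes of isotype CSF number 13 in the paper's Table 2 and 47 here, outside the limits under every alternative run. Granulocytes of isotype mELT number 27 in the paper's Table 2 and 48 here, within the limits at 24 with the geometric mean within each library and outside them under the other alternatives run. Monocytes of aCD20 mELT number 2 in the paper's Table 2 and 1 here, outside the limits under every alternative run. Plasma cells of aCD20 CSF number 1 in the paper's Table 2 and 0 here, within the limits at 1 with no doublet removal and 1 with no upper limit on genes or counts and outside them under the other alternatives run. CD8+ T cells of aCD20 CSF number 20 in the paper's Table 2 and 64 here, within the limits at 21 with no doublet removal and 21 with no upper limit on genes or counts and outside them under the other alternatives run. CD8+ T cells of aCD20 mELT number 1 in the paper's Table 2 and 9 here, outside the limits under every alternative run. CD8+ T cells of isotype CSF number 17 in the paper's Table 2 and 45 here, within the limits at 14 with no doublet removal, 12 with no upper limit on genes or counts and 24 with the ratio of log CLR values, chosen after the values had been seen and outside them under the other alternatives run. CD8+ T cells of isotype mELT number 69 in the paper's Table 2 and 212 here, within the limits at 72 with no doublet removal and 66 with no upper limit on genes or counts and outside them under the other alternatives run.

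The paper refers to an earlier study for its test and is taken here to use cells as replicates, which it does not state. The test here took mice at an adjusted p under 0.05, so that counts of genes are on different bases. The paper's counts are those of its whole tables, in which 31 of 266 macrophage genes and 21 of 323 naive CD4+ T cell genes in CSF and 9 of 536 B cell genes of mELT against CSF had an adjusted p of 0.05 or more, up to 0.0998, while the paper's methods state a threshold of 0.05. For genes higher in macrophages (aCD20 vs isotype, CSF) the paper's value is 236 and the count here 366, within the limits at 343 with no batch correction, 311 with the ratio of log CLR values, chosen after the values had been seen and 275 with the excluded aCD20 mouse and outside them under the other alternatives run. For genes lower in naive CD4+ T cells (aCD20 vs isotype, CSF) the paper's value is 141 and the count here 10, outside the limits under every alternative run. For genes higher in B cells (mELT vs CSF, isotype) the paper's value is 81 and the count here 0, outside the limits under every alternative run. For genes lower in B cells (mELT vs CSF, isotype) the paper's value is 455 and the count here 1, outside the limits under every alternative run. For genes higher in naive CD4+ T cells (mELT vs CSF, isotype) the paper's value is 59 and the count here 2, outside the limits under every alternative run. For genes lower in naive CD4+ T cells (mELT vs CSF, isotype) the paper's value is 608 and the count here 0, outside the limits under every alternative run.

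Log2 fold changes of the paper's tables are compared with folds over all cells of a group, since the paper is taken to use cells as replicates. The scale of these folds is likewise what the paper is taken to use. Over the whole list, 86 of 86 folds in CSF and 41 of 41 of mELT against CSF had the sign of the paper, with a median absolute difference of 0.10 in each. The folds below lie outside the larger error, which is small for some of them, so that differences of a few hundredths are among them. For activated CD4+ T cells, NK cells and Tregs these folds rest on few isotype mice. Txnip in naive CD4+ T cells (mELT against CSF) has -0.90 in the paper's table and -0.88 here, within the limits at -0.27 with the geometric mean within each library, -0.92 with no batch correction, -0.90 with no doublet removal and -0.90 with no upper limit on genes or counts and outside them under the other alternatives run. Mbp in activated CD4+ T cells (CSF) has 3.48 in the paper's table and 3.34 here, within the limits at 3.42 with no batch correction and outside them under the other alternatives run. Apoe in activated CD4+ T cells (CSF) has 2.91 in the paper's table and 2.21 here, within the limits at 2.36 with no upper limit on genes or counts and outside them under the other alternatives run. Mobp in activated CD4+ T cells (CSF) has 2.39 in the paper's table and 2.58 here, within the limits at 1.56 with the geometric mean within each library, 2.55 with HTODemux labels and 2.54 with no batch correction and outside them under the other alternatives run. Plp1 in activated CD4+ T cells (CSF) has 1.98 in the paper's table and 1.73 here, within the limits at 1.78 with HTODemux labels and 2.12 with no batch correction and outside them under the other alternatives run. Eif3f in activated CD4+ T cells (CSF) has 1.87 in the paper's table and 1.97 here, within the limits at 2.07 with no batch correction and outside them under the other alternatives run. Jund in activated CD4+ T cells (CSF) has 1.21 in the paper's table and 0.97 here, within the limits at 1.22 with HTODemux labels, 1.07 with no batch correction, 1.03 with no upper limit on genes or counts and 1.24 with the ratio of log CLR values, chosen after the values had been seen and outside them under the other alternatives run. Klf2 in activated CD4+ T cells (CSF) has -1.69 in the paper's table and -1.41 here, within the limits at -1.22 with the geometric mean within each library, -1.58 with HTODemux labels, -1.71 with no batch correction, -1.63 with no doublet removal and -1.68 with the ratio of log CLR values, chosen after the values had been seen and outside them under the other alternatives run. Txnip in activated CD4+ T cells (CSF) has -1.70 in the paper's table and -1.96 here, within the limits at -2.03 with no batch correction and -1.89 with no doublet removal and outside them under the other alternatives run. Junb in macrophages (CSF) has 1.29 in the paper's table and 1.21 here, within the limits at 1.27 with the geometric mean within each library and 1.24 with the ratio of log CLR values, chosen after the values had been seen and outside them under the other alternatives run. Plp1 in macrophages (CSF) has 0.77 in the paper's table and 0.95 here, within the limits at 0.97 with the geometric mean within each library, 0.46 with no batch correction, 1.01 with no doublet removal and 1.07 with the ratio of log CLR values, chosen after the values had been seen and outside them under the other alternatives run. Mbp in NK cells (CSF) has 3.45 in the paper's table and 3.56 here, within the limits at 2.43 with the geometric mean within each library and outside them under the other alternatives run. Eif3f in NK cells (CSF) has 1.87 in the paper's table and 2.05 here, within the limits at 1.91 with the geometric mean within each library, 2.06 with no batch correction, 2.02 with no doublet removal and 2.02 with no upper limit on genes or counts and outside them under the other alternatives run. Plp1 in NK cells (CSF) has 1.75 in the paper's table and 1.94 here, outside the limits under every alternative run. Cox6a1 in NK cells (CSF) has 1.53 in the paper's table and 1.61 here, within the limits at 1.83 with the geometric mean within each library, 1.59 with no batch correction, 1.60 with no doublet removal and 1.60 with no upper limit on genes or counts and outside them under the other alternatives run. Apoe in NK cells (CSF) has 0.72 in the paper's table and 1.82 here, within the limits at 1.36 with the geometric mean within each library and outside them under the other alternatives run. Tpt1 in Tregs (CSF) has 3.30 in the paper's table and 2.98 here, outside the limits under every alternative run. Eif3f in Tregs (CSF) has 1.86 in the paper's table and 1.71 here, within the limits at 1.83 with no doublet removal and 1.83 with the ratio of log CLR values, chosen after the values had been seen and outside them under the other alternatives run. Plp1 in Tregs (CSF) has 1.84 in the paper's table and 2.48 here, within the limits at 0.34 with the geometric mean within each library and outside them under the other alternatives run. Cox8a in Tregs (CSF) has 1.64 in the paper's table and 1.54 here, within the limits at 1.86 with the geometric mean within each library, 1.65 with HTODemux labels, 1.69 with no batch correction and 1.74 with no upper limit on genes or counts and outside them under the other alternatives run.

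The paper states that 44% of cells could be labelled CSF and 33% mELT, while 33.1% were labelled CSF and 43.7% mELT here, so that the shares stand the other way round. The numbers of cells in the paper's text are higher for mELT than for CSF, as they are here, and its Table 2 has more B cells in isotype mELT than in isotype CSF, as here (2373 and 1110). The paper states that the meningeal hashtag gave the lower signal, while in raw counts the CSF hashtag was the lower one in each mouse. The paper states that most genes that changed between mELT and CSF were lower in mELT. Of its own genes 270 of 536 in B cells (50.4%) and 365 of 666 in naive CD4+ T cells (54.8%) had the same sign in the fit over mice and 0 passed, while in folds over all cells 41 of 41 values of the genes compared above had the sign of the paper. Isotype mouse 2 gave 88.7% of the isotype cells labelled mELT, and isotype mouse 3 gave 94.7% of those labelled CSF. The folds over cells therefore cannot tell the compartment from the mouse. For aCD20 against isotype in CSF 262 of 265 (98.9%) in macrophages and 294 of 297 in naive CD4+ T cells had the same sign, and 167 and 145 passed. Genes that the paper names as changed and that did not pass here in CSF are Ccl3 (log2 fold change 1.01), Ccl4 (1.1) and Ccrl2 (1.02) in macrophages. Between mELT and CSF none of the genes the paper names passed, among them Mbp, Egr1, Klf2 and Hspa8. The paper states that Klf2 was lower in mELT in B cells, and its log2 fold change in the fit over mice was 0.43 (SE 0.46), with -0.73 from HTODemux labels, while over all cells it was -0.31, against -0.39 in the paper's table. The paper states that NK cells, macrophages and granulocytes were equally represented in CSF and mELT of the control treated mice, and here they were 1.4%, 7.3% and 0.8% of the mELT cells pooled over 3 mice and 4.5%, 10.4% and 1.9% of the CSF cells pooled over 2 mice. As means of the mice with both compartments they were 0.6%, 6.2% and 0.4% of mELT cells and 5.8%, 14.2% and 3.6% of CSF cells (n = 2 mice, exact permutation test, p = 0.5 for each, the smallest that 2 pairs allow).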

Other observations

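Tests of the hashtags on raw counts and on the pooling ratio, the ranking of splits by unadjusted counts, and the limits used for shared sequence and transcript length, were chosen after the results had been seen.

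Dendritic cells, compared over all immune cells of 2 aCD20 and 3 isotype mice, had 14 higher genes and 1 lower gene after aCD20 (edgeR). The neutrophil chemokine gene Cxcl2 rose from 26.9 to 541.8 CPM (log2 fold change 3.91, SE 0.62, adjusted p = 0.024) and Socs3, an inhibitor of cytokine signalling, from 37.6 to 416.3 CPM (3.29, SE 0.54), while Ly6c2, a gene of inflammatory monocytes, fell from 239.8 to 28.7 CPM (-2.96, SE 0.52). Genes abundant in macrophages rose in the same cells, Apoe by 3.09 (SE 0.54), Ctsd by 3.32 (SE 0.45) and Cd14 by 3.84 (SE 0.71), so that RNA or cells of another type are not excluded. The sign of Ctsd turned with no batch correction, and Cd14 ran from 3.01 to 7.57 with each mouse left out in turn. Of 11 proinflammatory genes 4 rose and none fell (7 and 1 when adjusted over the list alone; camera adjusted p = 9.39e-10, and 0.598 with an estimated correlation). The counts rest on single mice. They were 144 and 8 without isotype mouse 1, 1 and 0 without isotype mouse 2, 4 and 0 without aCD20 mouse 1, 11 and 0 without aCD20 mouse 2, 0 and 0 without isotype mouse 3 (200 and 53 at an unadjusted p under 0.05), 0 and 0 with the excluded aCD20 mouse (71 and 19 unadjusted), and 7 and 1 with DESeq2.

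Cells named B cells in the aCD20 mice carried genes of disease-associated microglia. Over all immune cells 9 of 9 such genes rose (9 when adjusted over the list alone; camera adjusted p = 3.98e-41, and 0.598 with an estimated correlation), among them Spp1 (log2 fold change 7.24, SE 0.77) and Trem2 (5.69, SE 0.64), while 0 of 12 B cell genes had a positive value (camera adjusted p = 1.05e-05, and 0.741 with an estimated correlation). In aCD20 mouse 2 a BCR contig was found in 0 of 34 such cells.

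Macrophage sums had lower CPM of border macrophage genes after aCD20 over all immune cells. Of 10 genes 6 fell and none rose (7 fell when adjusted over the list alone). The median log2 fold change was -3.57 (camera adjusted p = 1.19e-17, and 0.598 with an estimated correlation). The cluster led by Ccl8 and Retnla held 13 and 28 cells in aCD20 mice 1 and 2 and 9, 38 and 28 in isotype mice 1, 2 and 3. Macrophages numbered 744 and 961 against 85, 532 and 269, so that the lower CPM does not show a loss of border macrophages. With the excluded aCD20 mouse, at 2211 CPM of these genes, no macrophage gene was called. Of 6 B cell genes 4 fell in the macrophage sums without that mouse. CD8+ T cells had 6 higher genes, among them Apoe (log2 fold change 2.64, SE 0.45), Tregs 8 and activated CD4+ T cells 5. These counts rest on single mice, in the same order 80, 163 and 288 without isotype mouse 1, 0 each without isotype mouse 2 (52, 111 and 186 higher at an unadjusted p under 0.05) and 0 each without isotype mouse 3 (89, 159 and 204 unadjusted). DESeq2 called 1, 0 (97 unadjusted) and 7.

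The compartment label followed the mouse. In 0 of 5 libraries did the log ratio of the hashtags form separated modes with at least 10% of cells in the smaller one, which fits a label set by the hashtag background of each library. In aCD20 mouse 2 the modes were far apart (Ashman D, their distance over their spread, 6.13), but the smaller one held 1.1% of cells. Only 1.2% of cells labelled CSF had more raw counts of the CSF hashtag, and in 5 of 5 libraries the CSF share of labelled cells lay outside 10% to 30%, around the ratio at which the cells had been pooled. The paper reports that 1 control treated mouse yielded no CSF cells. Isotype mouse 1, with a median CSF hashtag count of 0 and no CSF label, may be that mouse. Its library would then decide nothing on modes or pooling. In the other libraries the CSF share was 2.2% in isotype mouse 2, 94.0% in isotype mouse 3 and 97.8% and 94.3% in aCD20 mice 1 and 2. Comparisons of CSF and mELT therefore rest on labels that may not show the compartment, and comparisons over all immune cells do not use them.

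Transcripts that share sequence with other genes were no more frequent among the higher genes, with odds ratios of 0.68 in B cells (upper bound of the 95% interval 1.51), 1.1 in macrophages (1.68) and 0.64 in naive CD4+ T cells (1.12), read against a limit of 2 on the upper bound. Median transcript length of the higher genes was 1.07, 0.78 and 0.88 times that of random lists, with 82.98%, 0.0% and 6.36% of random lists below, and length bias stayed open.

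With the excluded aCD20 mouse, 3 mice against 3 make 10 splits, too few for a share under 0.05. The real split gave 0 changed genes (edgeR) in macrophages, naive CD4+ T cells and activated CD4+ T cells (287, 133 and 90 at an unadjusted p under 0.05), so that 10 of 10 splits gave at least as many by construction, which decides nothing. Ranked by the unadjusted counts, 3, 5 and 4 of the 10 splits gave at least as many as the real one. The highest other split gave 542, 373 and 263 (1133, 988 and 620 unadjusted) and parted the mice by the letter of their ID, which points to a structure of the samples.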
